# *Tfap2b* acts in GABAergic neurons to control sleep in mice

**DOI:** 10.1038/s41598-023-34772-x

**Published:** 2023-05-17

**Authors:** Yang Hu, Henrik Bringmann

**Keywords:** Neuroscience, Physiology

## Abstract

Sleep is a universal state of behavioral quiescence in both vertebrates and invertebrates that is controlled by conserved genes. We previously found that AP2 transcription factors control sleep in *C. elegans, Drosophila,* and mice. Heterozygous deletion of *Tfap2b*, one of the mammalian AP2 paralogs, reduces sleep in mice. The cell types and mechanisms through which *Tfap2b* controls sleep in mammals are, however, not known. In mice, *Tfap2b* acts during early embryonic stages. In this study, we used RNA-seq to measure the gene expression changes in brains of *Tfap2b*^−/−^ embryos. Our results indicated that genes related to brain development and patterning were differentially regulated. As many sleep-promoting neurons are known to be GABAergic, we measured the expression of GAD1, GAD2 and Vgat genes in different brain areas of adult *Tfap2b*^+/−^ mice using qPCR. These experiments suggested that GABAergic genes are downregulated in the cortex, brainstem and cerebellum areas, but upregulated in the striatum. To investigate whether *Tfap2b* controls sleep through GABAergic neurons, we specifically deleted *Tfap2b* in GABAergic neurons. We recorded the EEG and EMG before and after a 6-h period of sleep deprivation and extracted the time spent in NREM and in REM sleep as well as delta and theta power to assess NREM and REM sleep, respectively. During baseline conditions, *Vgat-tfap2b*^−/−^ mice exhibited both shortened NREM and REM sleep time and reduced delta and theta power. Consistently, weaker delta and theta power were observed during rebound sleep in the *Vgat-tfap2b*^−/−^ mice after sleep deprivation. Taken together, the results indicate that *Tfap2b* in GABAergic neurons is required for normal sleep.

## Introduction

Sleep is a ubiquitous quiescence behavior that is found across species^1–3^. It can be identified using the behavioral criteria that were established by Campbell and Tobler. These criteria include the absence of voluntary movement, an increased arousal threshold, a relaxed body posture, reversibility, and homeostatic regulation^4^. In invertebrates such as *C. elegans* and *Drosophila*, sleep is characterized as a mostly quiescent behavior with reduced overall neuronal activity^3,5^. As nervous systems evolved, sleep became more complex and diversified into distinct stages^1^. In mammals, two main states of sleep have been identified, rapid eye movement sleep (REMS) and non-REM sleep (NREMS)^2^.

Functions of genes and their paralogs or orthologs in sleep behavior have been examined comparatively across invertebrates and vertebrates^6^. Such studies revealed an evolutionarily conserved role of several genes in sleep control. For example, a mutation in *Dec2* (*hDec2-P385*) was identified in humans that have a short sleep phenotype. When the equivalent mutation was introduced into transgenic *Drosophila* or mouse models, it caused a similar short sleep phenotype^7^. As a second example, a gain-of-function mutation in *SIK-3* causes an increased in sleep time in mice. Consistent with this result, sleep is reduced in *C. elegans* and *Drosophila* that carry loss-of-function mutations in *SIK-3* orthologs^8^.

As a third example of conserved sleep genes, our previous results showed that the knockout of the AP-2 transcription factor gene *aptf-1* leads to sleeplessness in *C. elegans* and knockdown of *Tfap-2* by RNAi in *Drosophila* eliminated night sleep^9,10^. There are five paralogous AP-2 proteins in mammals, called AP-2α to ε and encoded by *Tfap2a* to *e*. The structure of AP-2 transcription factor family members is evolutionarily conserved in invertebrates and vertebrates^11^. All AP-2 proteins share a highly conserved helix-span-helix domain, which mediates dimerization and DNA binding. This domain is preceded by a transactivation domain, which is more variable among the different orthologs or paralogs^11^. Heterozygous loss of function of *Tfap2b* in humans causes CHAR syndrome (CHAR, OMIM#169,100), which is characterized by abnormalities in anterior body patterning and development including patent ductus arteriosus (a congenital heart disorder), facial dysmorphism and clinodactyly (shortened or absent middle segment of the 5th finger)^12,13^. Members of two families who carry heterozygous mutations in *Tfap2b* that abrogate the DNA dimerization domain or cause mRNA degradation, had self-reported sleep disorders including sleep walking and shortened sleep during the night^12^. Previous studies by us and others have confirmed a conserved role of AP2 in sleep control^14,15^. As homozygous deletion of *Tfap2b* or *Tfap2b* is lethal in mice, we used heterozygous deletion, thus mimicking the conditions that lead to CHAR syndrome in humans. Heterozygous deletion of *Tfap2a* surprisingly caused increased sleep^14^, whereas heterozygous deletion of *Tfap2b* reduced sleep time and delta power during NREM sleep, which in combination indicate decreased sleep intensity in mammals^16,17^. REM sleep was also affected in this model as indicated by a decrease in REM sleep duration and theta power, suggesting possible implications in memory consolidation^18^. Hence*,* like *AP-2* transcriptions factors in other species, *Tfap2b* is required for normal sleep^14,15^.

Neuronal circuits and molecular mechanisms underlying sleep have been studied in both invertebrate and vertebrate animal models^3^. Our previous analysis of *aptf-1* in *C. elegans* showed that sleep can be induced by activating a single GABAergic interneuron, called RIS^9^. We showed that *aptf-1* is expressed in RIS, that its expression is highest during embryonic development, and that it is required for the functionality of this sleep-active neuron. For example, *aptf-1* is necessary for the expression of sleep-inducing FLP-11 neuropeptides, yet it was not found to be required for the expression of GABAergic genes in the sleep-active RIS neuron^19^. While FLP-11 is the most important transmitter for sleep induction in *C. elegans*^19^, it might perhaps act in concert with GABA for quiescence induction^20^. Hence, *aptf-1* acts in the GABAergic RIS neuron for this neuron to be capable of inducing sleep. In *Drosophila* and by using cells-specific RNAi, we showed that *TfAP-2* acts in neurons and the sleep loss phenotype is substantially stronger when *TfAP-2* is knocked down during development versus a knockdown that starts only in the brain at the adult stage^10^. Hence, similar to *C. elegans*, *TfAP-2* appears to have a role during development in neurons. The specific neuron type that requires this transcription factor for sleep induction and the mechanism by which it acts are, however, not known in *Drosophila*. In mice the heterozygous knockout of *Tfap2b* allowed for the identification of this gene in the control of mouse sleep^14,15^, but the cell types that require *Tfap2b* for its sleep-promoting effect and the molecular mechanisms through which *Tfap2b* affects sleep have not yet been identified.

In the larger and more complex brains of mammals, sleep manifests itself in brain oscillations initiated by neuronal networks in sleep centers like the ventrolateral preoptic area (VLPO)^21^ and the parafacial zone (PZ)^22^. These areas contain neurons that activate preferentially during sleep^23–25^. GABA has been identified as a key neural transmitter of sleep-active neurons in sleep-promoting areas. For example, GABAergic neurons of the VLPO project to arousal centers and inhibit them, thus promoting sleep^21,24,26^. Similarly, knockdown of VGAT in the mouse PZ has induced a sustaining decrease in total NREM sleep amount of around 33%^27^.

During mouse embryonic development, *Tfap2b* is broadly expressed in multiple brain areas including in the midbrain and cerebellum [Allen Developing Mouse Brain Atlas, Gene paint^28^]. In the developing cerebellum, *Tfap2b* expression is enriched in GABAergic interneurons and *Tfap2b* is necessary for specification of GABAergic function in these neurons^29^. As GABAergic neurons are key to sleep control, it seems plausible to hypothesize that *Tfap2b* is required in GABAergic neurons for normal sleep.

In this study, we wanted to identify genes that are controlled by *Tfap2b*, and to test the hypothesis that *Tfap2b* is required in GABAergic neurons for sleep. For this study, we first analyzed the effects of *Tfap2b* deletion on gene expression in mouse embryos. We also tested whether heterozygous deletion of *Tfap2b* impaired GABAergic expression in the adult mouse brain. We then generated a conditional allele and studied how homozygous *Tfap2b* deletion in GABAergic neurons affects sleep. We found that, in female mice, loss of *Tfap2b* in GABAergic neurons reduced sleep and NREMS delta power, signifying impaired sleep intensity^16^. Theta power during REMS was also decreased, indicating further sleep impairment in this mouse model. In male mice, we observed a decrease in the time spent in NREMS. These findings in combination ultimately suggest a decrease in sleep quantity and intensity in relation to *Tfap2b* loss^30,31^. Thus, *Tfap2b* in GABAergic neurons is required for sleep.

## Results

### *Tfap2b* controls the expression of genes related to embryonic brain development

*Tfap2b* is expressed in early embryo stages, starting from E8, and is enriched in midbrain and hindbrain areas^32,33^. Complete deletion of *Tfap2b* is lethal at perinatal stages around P1-P2^34^. Here, we investigated how *Tfap2b* regulates gene expression during embryonic development. We collected *Tfap2b*^−/−^ embryos at stage E14.5 for RNA-sequencing. 

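RNA was sequenced from 24 libraries, made from the SP and the DMH of 12 embryos at embryonic day 14.5, with 3 embryos of each sex and genotype. In the mutant allele a neomycin resistance cassette interrupts an exon of *Tfap2b*, and the embryos came from crosses of heterozygous mice. The libraries were stranded (dUTP method), made from polyadenylated RNA and sequenced as read pairs. The authors aligned the read pairs to the mouse genome (mm10) with STAR and deposited, for each library, the number of read pairs counted on each of 54446 genes, without normalization. Read pairs that map to several places are not part of these gene counts, and the counts of the strand that this method reads were used. The paper states around 50 M (mega) fragments per sample. The deposited tables hold 30.5 to 84.7 M fragments per library, with a median of 39.7 M, of which 24.7 to 66.8 M (median 32.1 M) were counted on genes. All values here rest on the fragments counted on genes. In female SP these were 29.1 to 39.0 M (median 29.9 M) in controls and 31.8 to 42.9 M (median 39.4 M) in mutants, and in male SP 28.2 to 39.3 M (median 36.5 M) and 26.7 to 39.0 M (median 29.6 M). In female DMH they were 27.1 to 33.3 M (median 32.6 M) in controls and 24.7 to 64.8 M (median 29.2 M) in mutants, and in male DMH 27.4 to 45.3 M (median 29.6 M) and 29.3 to 66.8 M (median 32.5 M). Levels are given as CPM (library-size scaled counts), normalized over the 24 libraries by edgeR's TMM method, as mean ± SD. A count of 3 was taken as the floor of detection, which is 0.0449 to 0.121 CPM depending on the library. Reads amplified by PCR are not independent molecules, so this floor covers counting error only. Each comparison was fitted on its own samples with edgeR's quasi-likelihood test after genes with low counts were removed, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. As in the paper, female mutant 3 (mut3) was left out of the female comparisons, which are therefore between 3 controls and 2 mutants, and values over all samples are given beside them. Both libraries of the embryo labelled female control 2 contained Y-linked transcripts, with 120 CPM in DMH and 135 CPM in SP summed over *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, and at most 0.0894 CPM of *Xist*. The 12 male libraries had 124 to 201 CPM of the Y-linked transcripts and at most 0.275 CPM of *Xist*, and the other 10 female libraries at most 0.0355 CPM and 176 to 892 CPM. The label of this embryo was kept.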

For this experiment, we dissected the secondary prosencephalon (SP) and diencephalon/midbrain/hindbrain (DMH) areas of female and male E14.5 embryos and compared homozygote deletion mutants with wild-type littermate controls. 

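At an FDR under 0.2 and an absolute log2 fold change over 0.5, the thresholds of Fig. 1, 3 of the 16615 genes tested in female SP were differentially expressed (DE), 1 upregulated and 2 downregulated. These were *Gm20186* (log2 fold change 1.02, SE 0.10, edgeR adjusted p = 0.0103), *Esm1* (−1.76, SE 0.24, edgeR adjusted p = 0.148) and *Cdhr1* (−0.95, SE 0.14, edgeR adjusted p = 0.182). In the excluded mut3 their levels were those of the controls or higher, with 6.54 CPM of *Gm20186*, 1.57 CPM of *Esm1* and 10.8 CPM of *Cdhr1* against 6.63 ± 0.267, 1.65 ± 0.0843 and 8.39 ± 1.13 CPM in the 3 controls. With mut3 included, 0 genes were DE in female SP, and 310 had an unadjusted p under 0.05. In male SP, 0 of 16562 genes were DE, and 605 had an unadjusted p under 0.05. Male SP mutant 1 had the largest shares of unmapped (9.98%) and multimapping (7.85%) fragments of the 24 libraries. Without it 0 genes were DE in male SP, and 1725 had an unadjusted p under 0.05. In female DMH 1 gene of 16773, *Tfap2b*, was DE with or without mut3. In male DMH 4 of 16962 genes were DE, with *Tfap2b*, *Dbh* and *Slc6a2* downregulated and *Dmbx1* upregulated. The fit that moved these counts most left out female control 1, after which 1117 genes were DE in female DMH. Among genes with an unadjusted p under 0.05, 891 were lower and 601 higher in female DMH mutants, and 295 were lower and 195 higher in male DMH mutants. With mut3 included the split in female DMH was the other way, with 109 genes lower and 127 higher. The numbers of DE genes were not tested for a difference between the regions.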

Overall, there were fewer differentially expressed (DE) genes in SP (Fig. 1A,B) than in DMH samples (Fig. 1C,D), and more genes were downregulated in DMH than upregulated (Fig. 1C,D). Among the highlighted genes, *Tfap2b* was significantly down regulated in both female and male DMH but not in SP (Fig. 1). 

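*Tfap2b* (ENSMUSG00000025927.13) lies on chromosome 1 of GRCm38, from 19208914 to 19238576 on the forward strand, and encodes the transcription factor AP-2β. In female DMH its level was 353 ± 66.0 CPM in controls (SD, n = 3) and 52.6 ± 2.34 CPM in mutants (SD, n = 2), or 14.9% of the control level. The log2 fold change was −2.76 (SE 0.17, edgeR adjusted p = 0.00946). With mut3, which had 50.5 CPM, the mutants' mean was 51.9 ± 2.07 CPM (SD, n = 3) and the log2 fold change −2.77. In male DMH the level was 399 ± 59.0 CPM in controls and 52.9 ± 2.55 CPM in mutants (SD, n = 3 each), with a log2 fold change of −2.92 (SE 0.11, edgeR adjusted p = 2.5e-05). Every DMH mutant was below every DMH control of its sex (two-sided exact permutation test, p = 0.1 in each sex, the smallest p that 3 controls against 2 or 3 mutants allow). The alternative that moved the female DMH value most left out control 2 and gave −2.91. Gene counts do not separate the exons on the 2 sides of the cassette. Female SP had 3.83 ± 0.341 CPM in controls (SD, n = 3) and 3.88 ± 0.444 CPM in mutants (SD, n = 2), a log2 fold change of 0.020 (SE 0.14, edgeR adjusted p = 1.0). With mut3, at 3.12 CPM, the mutants' mean was 3.63 ± 0.541 CPM and the log2 fold change −0.079. Male SP had 3.99 ± 0.238 CPM in controls and 3.86 ± 1.06 CPM in mutants (SD, n = 3 each), a log2 fold change of −0.072 (SE 0.23, edgeR adjusted p = 0.979). The SP differences were within the spread between replicates (two-sided exact permutation test, p = 0.8 in females, 0.6 with mut3, and 0.8 in males).

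**Figure D1:**
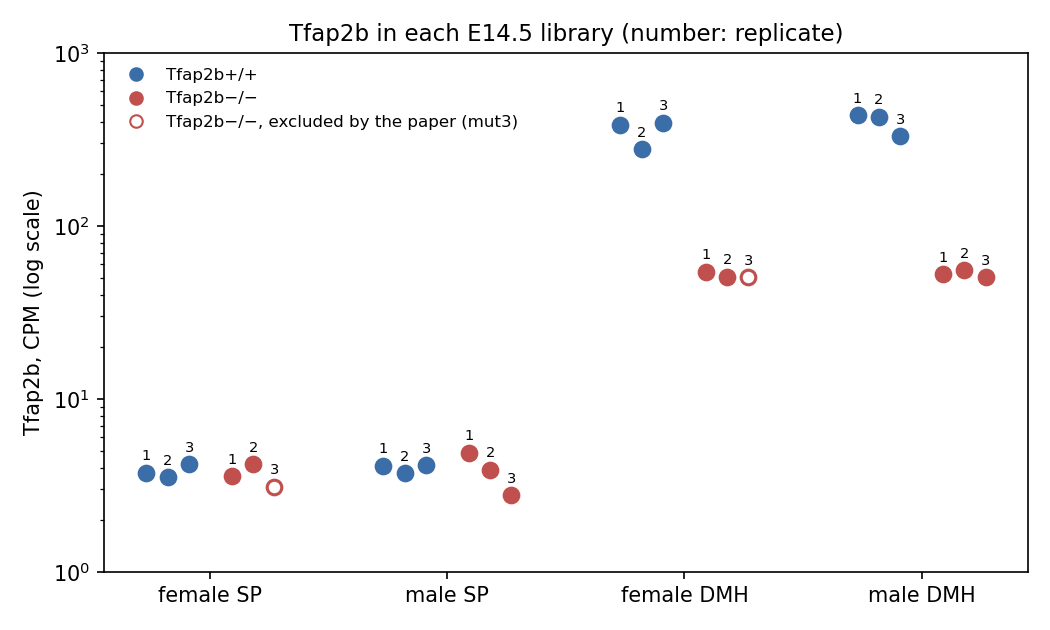
*Tfap2b* in each library, in CPM on a log scale, by sex and region. Each point is an embryo, blue for controls and red for mutants, with mut3 as an open circle. DMH controls lie between 277 and 438 CPM and DMH mutants between 50.5 and 55.6 CPM, while all SP libraries lie between 2.78 and 4.90 CPM.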

The highest number of DE genes (133 genes) was found in female DMH. These genes were hence further analyzed for functionally grouped gene ontology and pathway annotation networks using ClueGO^35^ (Fig. 2). 

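The number of DE genes in female DMH depended on the test and on single libraries. With edgeR's likelihood ratio test, which takes each gene's dispersion as known, 161 of 16773 genes were DE at the same thresholds, 132 of them downregulated and 29 upregulated. DESeq2 called 82 genes, 59 downregulated and 23 upregulated. Without the filter on low counts, the quasi-likelihood test called 535 of 29519 genes, 455 of them downregulated. When mut3 was included, the likelihood ratio test called 7 genes. Leaving out control 1 raised its count to 1338, and leaving out control 2 or control 3 lowered it to 46 in both cases. Of the 160 genes called by the likelihood ratio test besides *Tfap2b*, 26 are among the genes of Table 1, and 14 are *Hox* genes. In 63 of these 160 genes control 1 lay nearer to the mutants than to the other controls on the log2 scale, and in 0 did control 2 or control 3.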

The downregulated genes were classified into two major networks, related to embryonic development and neural activity, respectively (Fig. 2A,B). All of the DE genes that are related to embryonic brain development belong to the *Hox* gene family except for *Pax8*, which is from the *Pax* family that can be recruited by AP-2 paralogs during target gene activation^36^. 

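The embryonic brain development genes of Table 1 are 15 *Hox* genes and *Pax8*, and all 16 passed the filter on low counts in DMH. Summed over these 16 genes, the DMH libraries of female controls 1, 2 and 3 had 3.91, 362 and 550 CPM, and those of mutants 1 and 2 had 5.17 and 3.80 CPM. The excluded mut3 had 465 CPM. In males the sums were 556, 546 and 429 CPM in controls 1, 2 and 3 and 438, 22.2 and 514 CPM in mutants 1, 2 and 3. *Hoxb5*, which Fig. 1 labels in female DMH, had 0 counts in mutants 1 and 2, at least 426-fold below the controls' mean of 51.7 ± 44.8 CPM (SD, n = 3). This mean rests on controls 2 and 3, since control 1 had 0.038 CPM, and mut3 had 67.0 CPM. The difference in *Hoxb5* was not past the FDR threshold, and with all samples its log2 fold change was −1.17 (SE 2.35, edgeR adjusted p = 1.0). For *Pax8* (chromosome 2 of GRCm38, 24420560 to 24475599, reverse strand), the level was 11.2 ± 6.38 CPM in female DMH controls (SD, n = 3) and 3.96 ± 0.374 CPM in mutants (SD, n = 2). Its log2 fold change was −1.53 (SE 0.70, edgeR adjusted p = 0.568), and −0.73 with mut3, which had 12.1 CPM. Without control 1, which had 3.87 CPM, it was −1.94, and *Pax8* passed the thresholds. In male DMH the log2 fold change of *Pax8* was −0.19 (SE 0.24, edgeR adjusted p = 0.882).

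**Figure D2:**
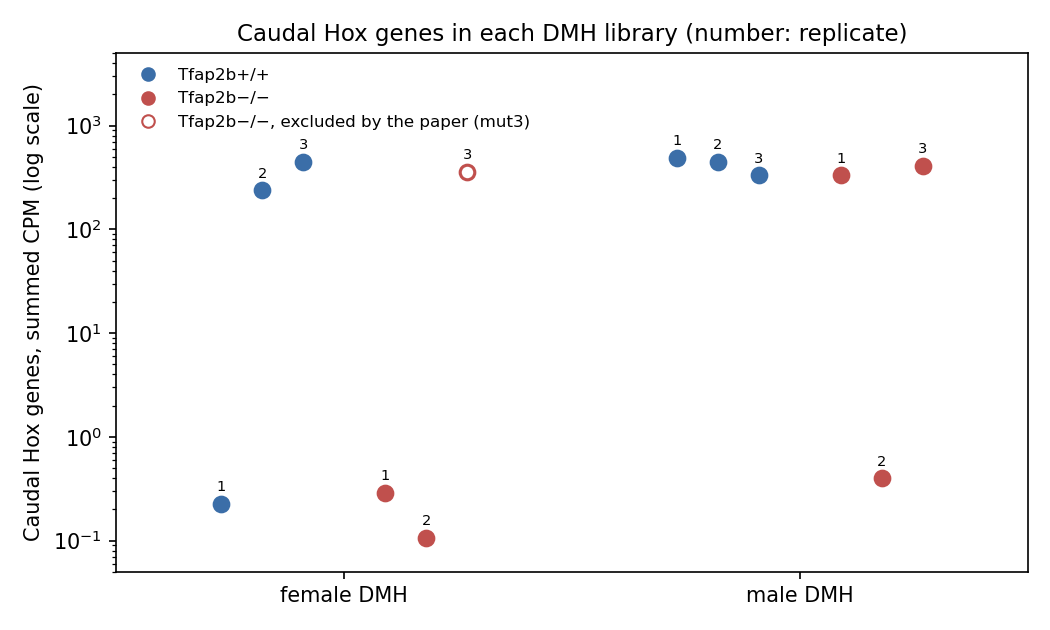
Summed CPM of 17 *Hox* genes of paralog groups that are active in the caudal hindbrain and spinal cord, on a log scale, in each DMH library. Each point is an embryo, blue for controls and red for mutants, with mut3 as an open circle. Female control 1, female mutants 1 and 2 and male mutant 2 lie at 0.398 CPM or less, and the other 8 libraries at 238 CPM or more.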

The enriched group of DE genes related to neurotransmission belong mostly to the solute carrier (*Slc*) family, except for *Aqp1*. 

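Table 1 lists *Aqp1*, *Slc18a3*, *Slc6a11*, *Slc6a15*, *Slc6a2*, *Slc4a10* and *Slc4a5* under neurotransmission. All 7 were lower in female DMH mutants, and 0 passed the FDR threshold over all genes. *Slc6a2*, the noradrenaline transporter gene (chromosome 8 of GRCm38, 92960079 to 93001667), had 6.61 ± 3.13 CPM in controls (SD, n = 3) and 1.12 ± 0.877 CPM in mutants (SD, n = 2), a log2 fold change of −2.62 (SE 0.74, edgeR adjusted p = 0.551). With mut3, at 2.22 CPM, the log2 fold change was −2.13. *Aqp1*, which encodes a water channel (chromosome 6, 55336432 to 55348555), had 13.5 ± 3.82 CPM in controls and 3.73 ± 1.95 CPM in mutants, a log2 fold change of −1.86 (SE 0.41, edgeR adjusted p = 0.551). It was higher in mut3, at 23.1 CPM, than in every control, and with mut3 its log2 fold change was −0.37. The log2 fold changes of the other 5 genes were between −2.16 for *Slc18a3* and −0.54 for *Slc6a15* (SE 0.10, edgeR adjusted p = 0.551). In *Slc18a3*, *Slc6a11* and *Slc4a10* this rested on controls 2 and 3. Control 1 had 1.44 CPM of *Slc18a3*, 31.0 CPM of *Slc6a11* and 21.5 CPM of *Slc4a10*, and the higher of mutants 1 and 2 had 1.32, 28.8 and 19.6 CPM. Controls 2 and 3 had 5.78 and 7.40 CPM of *Slc18a3*, 56.8 and 66.5 CPM of *Slc6a11* and 32.4 and 32.2 CPM of *Slc4a10*. Control 1 was also the lowest control in *Slc6a2*, at 3.00 CPM, *Aqp1*, at 9.34 CPM, and *Slc4a5*, at 7.10 CPM, and the highest in *Slc6a15*, at 65.6 CPM. *Slc4a5* and *Aqp1* are also markers of the choroid plexus, whose other 9 markers fell as well in female DMH (median log2 fold change −0.89). In male DMH the log2 fold change of *Aqp1* was 0.13 and that of *Slc4a5* was 0.015.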

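In female DMH 0 genes were upregulated past the thresholds, and 1492 genes had an unadjusted p under 0.05 in either direction. The genes that Table 1 lists for Fig. 2C are *Dlx2*, *Dlx5*, *Nr2e1*, *Sox1*, *Hmga2* and *Tmem98*, and all 6 were higher in mutants 1 and 2 than in controls on average. *Dlx2* (chromosome 2 of GRCm38, 71543408 to 71546754) had 22.6 ± 5.26 CPM in controls (SD, n = 3) and 35.9 ± 0.677 CPM in mutants (SD, n = 2), a log2 fold change of 0.66 (SE 0.17, edgeR adjusted p = 0.551). In mut3 it had 9.77 CPM, below every control, and with mut3 the log2 fold change was 0.25. *Hmga2* (chromosome 10, 120361275 to 120476469) had the smallest spread among controls, with 13.6 ± 0.687 CPM. In mutants it had 20.5 ± 1.03 CPM, and its log2 fold change was 0.57 (SE 0.09, edgeR adjusted p = 0.551). The log2 fold changes of the other 4 genes were between 0.46 (*Sox1*) and 0.62 (*Dlx5*), with the same adjusted p. Of the 3 controls, control 1, which had nearly no counts of caudal *Hox* genes, had the highest level in 5 of the 6 genes. All 6 genes were higher in both mutants than in control 1.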

Upregulated genes (31 genes) were categorized into one network consisting of neuronal generation and glial cell differentiation (Fig. 2C).

**Figure 1:**
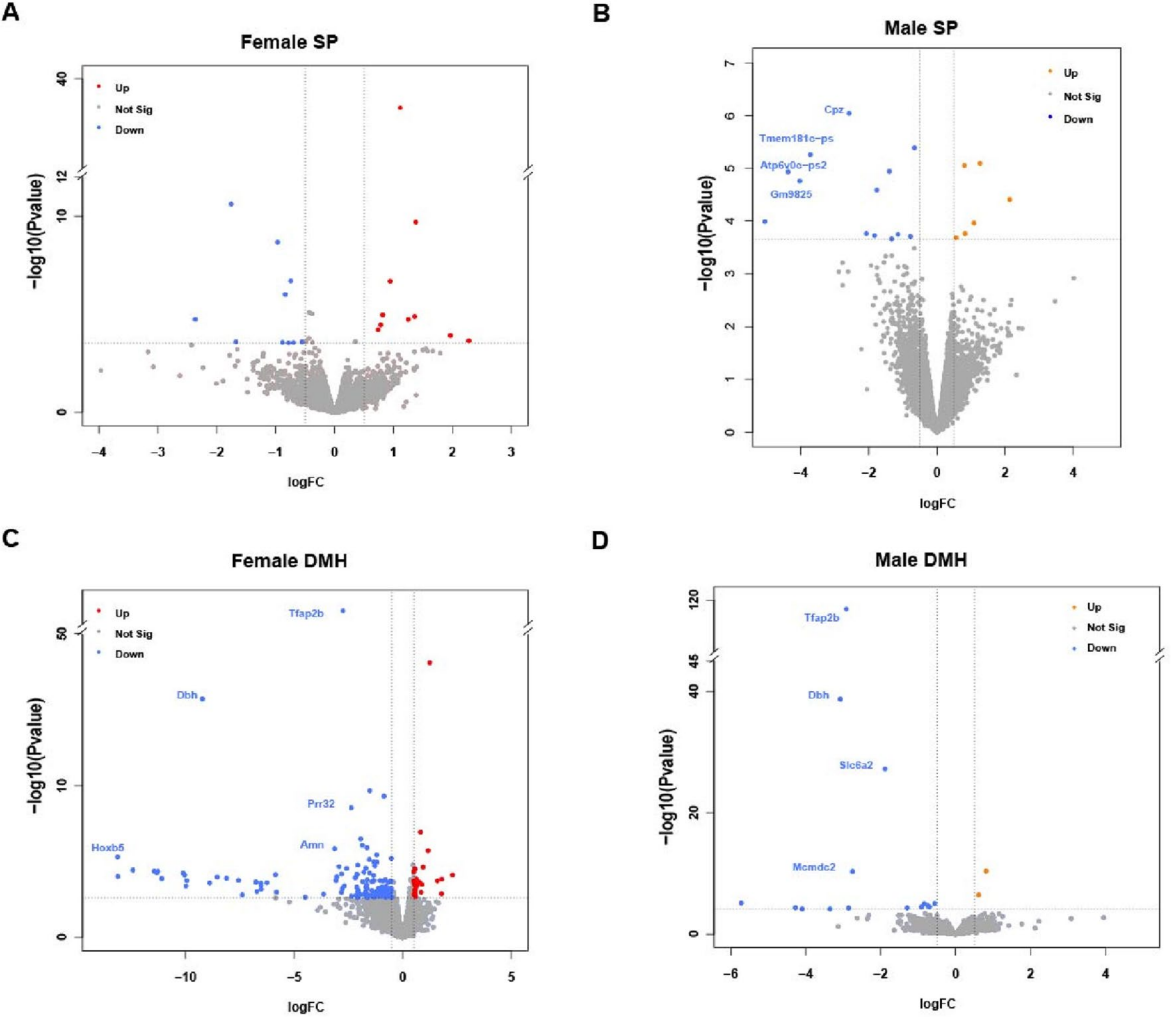
Genes differentially expressed in *Tfap2b*^−/−^ developing mouse brains. We compared gene expression between homozygous mutant embryos (E14.5) and their wild-type littermates. Volcano plots showing the significantly up-regulated (red) and down-regulated genes (blue) in female SP (**A**) and DMH (**B**). Up regulated genes are presented in orange for male (**C**) and DMH (**D**). We compared gene expression between homozygous mutant embryos (E14.5) and their wild-type littermates. Significantly changed genes as defined by an FDR (False Discovery Rate) < 0.2 and a logFC > 0.5 were highlighted and the most robustly regulated genes were labeled (FDR < 0.01; logFC > 2). Female E14.5 embryos *tfap2b*^+*/*+^, n = 3; female E14.5 embryos *tfap2b*^−/−^, n = 2 (based on PCA analysis shown in Fig. S1, the sample named “mut3” was excluded from the DE genes analysis); male E14.5 embryos *tfap2b*^+*/*+^, n = 3; male E14.5 embryos *tfap2b*, n = 3; SP, secondary prosencephalon; DMH, diencephalon, midbrain and hindbrain.

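The genes labelled in Fig. 1 besides *Tfap2b*, *Hoxb5* and *Slc6a2* were followed one by one. *Dbh* encodes dopamine beta-hydroxylase and lies on chromosome 2 of GRCm38, from 27165233 to 27183200. In male DMH it had 3.26 ± 0.0588 CPM in controls and 0.378 ± 0.145 CPM in mutants (SD, n = 3 each), a log2 fold change of −3.07 (SE 0.24, edgeR adjusted p = 0.00259). In female DMH it had 2.52 ± 1.2 CPM in controls (SD, n = 3) and 0 counts in mutants 1 and 2, at least 20.8-fold lower, with an edgeR adjusted p of 0.551. Female control 1 had 1.14 CPM of *Dbh* and mut3 0.400 CPM. *Slc6a2* in male DMH had 8.44 ± 1.04 CPM in controls and 2.29 ± 0.261 CPM in mutants, a log2 fold change of −1.88 (SE 0.14, edgeR adjusted p = 0.00259). *Prr32* in female DMH had a log2 fold change of −2.38 (SE 0.35, edgeR adjusted p = 0.430), with 1.49 ± 0.233 CPM in controls and 0.281 ± 0.105 CPM in mutants, and mut3 had 3.05 CPM. *Amn* in female DMH had a log2 fold change of −3.49 (SE 0.67, edgeR adjusted p = 0.551), and mut3, at 0.785 CPM, was within the range of the controls. Mutants 1 and 2 had 1 and 2 counts of *Amn*, under the floor of 3, so the size of this change is uncertain. With all samples the log2 fold changes were −0.19 for *Prr32* and −0.88 for *Amn*. *Mcmdc2* in male DMH had a log2 fold change of −2.97 (SE 0.58, edgeR adjusted p = 0.870) and lies on chromosome 1 at 9908638 to 9942085, within 20 Mb of *Tfap2b*. *Cpz* in male SP had a log2 fold change of −2.70 (SE 0.51, edgeR adjusted p = 0.967). The pseudogenes *Tmem181c-ps*, *Atp6v0c-ps2* and *Gm9825* in male SP had log2 fold changes of −3.81, −4.33 and −4.06 (SE 0.87, 1.05 and 1.01, edgeR adjusted p = 0.967 each). Male control 3 and female controls 1 and 2 had levels of these pseudogenes as low as the mutants in both regions, and reads that pseudogenes share with near-identical genes were left out of the gene counts, so that their levels are uncertain.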

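In the excluded female mut3 the level of *Tfap2b* was that of the other DMH mutants, and its DMH library differed from them in transcripts of other tissues. Summed over 7 skeletal muscle genes, among them *Acta1* and *Myh3*, this library had 628 CPM, and the other 5 female DMH libraries had 5.66 to 7.45 CPM. Over 5 cartilage genes the sums were 1751 CPM in mut3 and 150 to 185 CPM in the others, and over 10 genes of meninges and mesenchyme 3126 CPM and 728 to 1025 CPM. For 7 genes of blood the sum of 750 CPM in mut3 was within the range of the others, 733 to 1522 CPM. Its SP library had 2.81 CPM of the skeletal muscle genes, within the 2.56 to 3.29 CPM of the other female SP libraries. At 64.8 M fragments counted on genes, the DMH library of mut3 was the deepest of the female libraries.

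**Figure D3:**
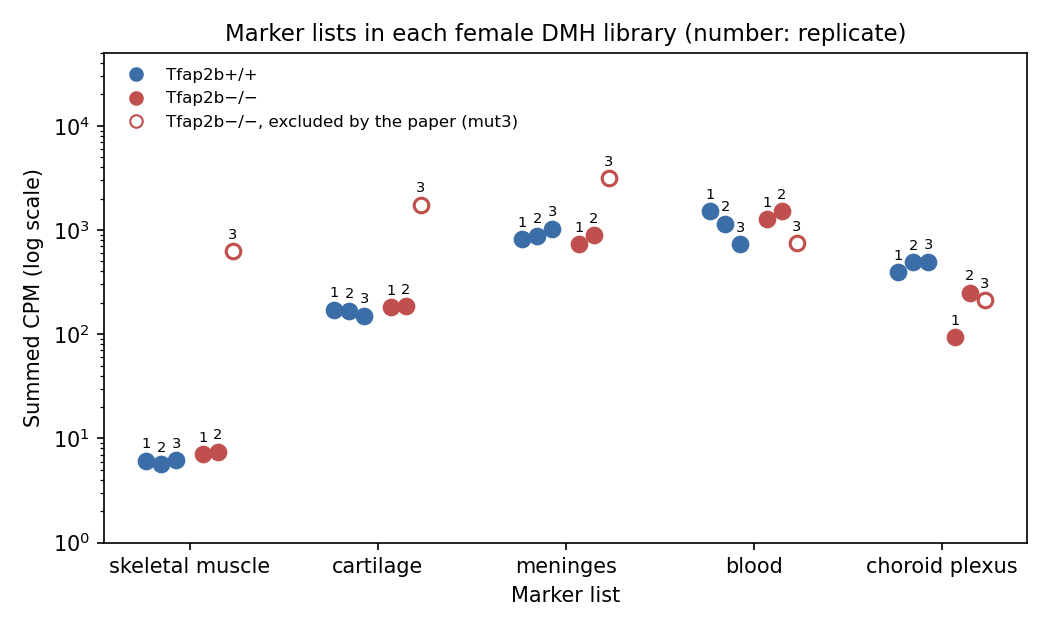
Summed CPM of 5 lists of marker genes in each female DMH library, on a log scale. Each point is an embryo, blue for controls and red for mutants, with mut3 as an open circle. For skeletal muscle, cartilage and meninges mut3 lies above the other 5 libraries, at 628, 1751 and 3126 CPM.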

**Figure 2:**
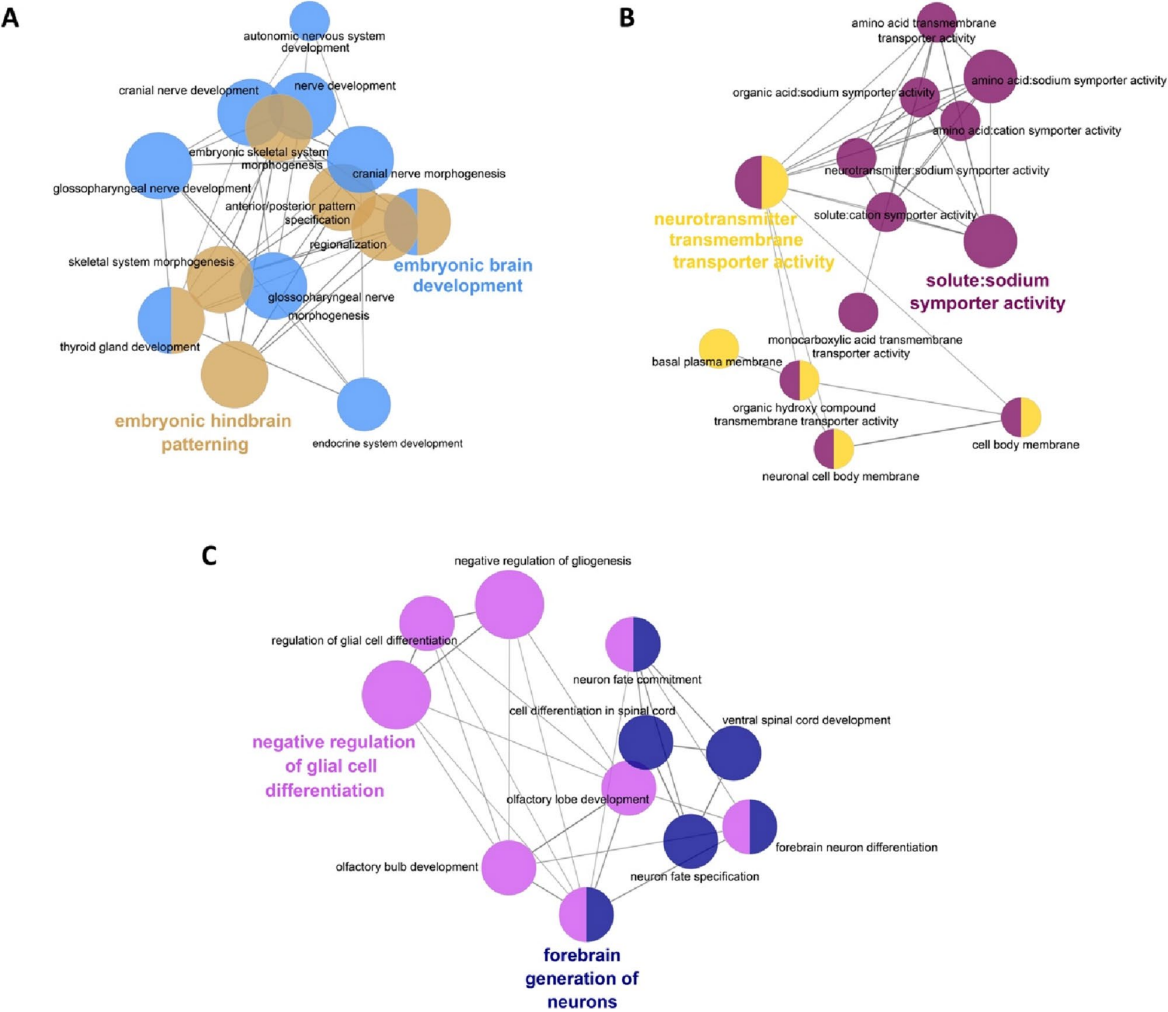
Functionally grouped gene ontology and pathway annotation networks for the genes that were differentially expressed in the *Tfap2b*^−/−^ female DMH. We classified downregulated genes by ClueGO into networks of embryonic brain development (**A**) and neurotransmission (**B**). We classified upregulated genes into major groups that are called “negative regulation of glial cell differentiation” and “forebrain generation of neurons” (**C**). We categorized all genes by biological function with GO terms as nodes where the most significant terms were highlighted. Poorly grouped terms (< 10 nodes) are not shown. Table 1 shows all of the genes found under each GO term, which are represented by different colors as specified in Table 1.

Table 1 shows all of the genes found under each GO term for the functionally grouped gene ontology and pathway annotation networks for the genes that were differentially expressed in the *Tfap2b*^−/−^ female DMH. The figure number refers to the panels where the corresponding network can be found.

**Table 1:** Differentially expressed genes from GO enrichment analysis.

GO Term	Associated Genes Found	Figure Number
Embryonic brain development (shown in light blue in Figure 2A)	*Hoxa3*, *Hoxa4*, *Hoxa5*, *Hoxa6*, *Hoxb2*, *Hoxb3*, *Hoxb4*, *Hoxb5*, *Hoxb6*, *Hoxb7*, *Hoxb8*, *Hoxc4*, *Hoxd3*, *Pax8*	Figure 2A
Embryonic hindbrain patterning (shown in brown in Figure 2A)	*Hoxa3*, *Hoxa4*, *Hoxa5*, *Hoxa6*, *Hoxb2*, *Hoxb3*, *Hoxb4*, *Hoxb5*, *Hoxb6*, *Hoxb7*, *Hoxb8*, *Hoxc4*, *Hoxc5*, *Hoxc6*, *Hoxd3*	Figure 2A
Neurotransmitter transmembrane transporter activity (shown in yellow in Figure 2B)	*Aqp1*, *Slc18a3*, *Slc6a11*, *Slc6a15*, *Slc6a2*	Figure 2B
Solute:sodium symporter activity (shown in violet in Figure 2B)	*Slc4a10*, *Slc4a5*, *Slc6a11*, *Slc6a15*, *Slc6a2*	Figure 2B
Forebrain generation of neurons (shown in dark blue in Figure 2C)	*Dlx2*, *Dlx5*, *Nr2e1*, *Sox1*	Figure 2C
Negative regulation of glial cell differentiation (shown in pink in Figure 2C)	*Dlx2*, *Hmga2*, *Nr2e1*, *Tmem98*	Figure 2C

### GABA-related gene expression is impaired in the brains of adult ***Tfap2b***^+/−^ mice

The analysis of the role of *Tfab2b* deletion in embryos suggested a role of this transcription factor in controlling brain development. 

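The 3 gene lists of Table 1 were tested as sets in female DMH, where the paper chose them, and in male DMH, whose libraries had no part in that choice. With limma's rotation test (fry, two-sided), which estimates the correlation between genes from the samples, 6 tests were made and adjusted together by the Benjamini-Hochberg method. In female DMH the median log2 fold change of the 16 embryonic development genes was −10.35 (adjusted p = 0.364). In 13 of them both mutants were at or under the floor of 3 counts, and with these genes at their bounds the median was −6.47. The 7 neurotransmission genes had a median of −1.85 (adjusted p = 0.0984) and the 6 upregulated genes 0.57 (adjusted p = 0.0874). In male DMH the medians were −0.60 (adjusted p = 0.429), −0.31 (adjusted p = 0.129) and 0.11 (adjusted p = 0.631). All 16, 5 of 7 and 4 of 6 genes moved in the direction seen in females. Without male mutant 2, which had few counts of these *Hox* genes, the male embryonic development median was −0.030 and the neurotransmission median −0.12. With mut3 included, the female medians were −0.86, −0.43 and 0.30. Adjusted over the list alone, 0 of the 16, 7 of the 7 and 5 of the 6 genes passed the thresholds in female DMH, which is not independent evidence, and 0, 1 and 0 genes did in male DMH. With limma's camera test at a preset correlation of 0.01, all 3 female lists (adjusted p = 1.9e-13, 7.7e-16 and 2.5e-13) and the first 2 male lists (adjusted p = 4.2e-07 and 3.0e-08) passed at 0.05, and 0 of the 6 adjusted p from fry did. From the DE genes of female DMH and their grouping by gene ontology, the paper proposes that *Tfap2b* has a role in controlling brain development.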

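Transcripts that mark GABAergic neurons were measured through *Gad1* and *Gad2*, which encode the enzymes that make GABA, and *Slc32a1*, which encodes the vesicular GABA transporter VGAT. In 0 of the 12 tests of these 3 genes in the 4 comparisons was the difference past the thresholds, and the count was also 0 in each alternative that kept at least 2 libraries in each group. Without the filter on low counts *Gad1* in female DMH had an edgeR adjusted p of 0.0206, at a log2 fold change of −0.32, which is inside the threshold of 0.5. It was −0.56 when mutant 1 was left out and −0.10 when mutant 2 was, and no call is given for a single mutant. Adjusted over the list alone, the smallest p-values were 0.0247 in female SP, 0.119 in female DMH, 0.102 in male DMH and 0.536 in male SP, and 0 genes were past both thresholds. *Gad1* (chromosome 2 of GRCm38, 70553072 to 70602014) had 93.5 ± 5.03 CPM in female DMH controls (SD, n = 3) and 75.9 ± 17.6 CPM in mutants (SD, n = 2), with an SE of 0.13 for the log2 fold change. With mut3, at 100 CPM, the mutants had 84.0 ± 18.8 CPM and the log2 fold change was −0.15. In male DMH *Gad1* had 118 ± 6.33 CPM in controls and 100 ± 12.6 CPM in mutants (SD, n = 3 each), a log2 fold change of −0.24 (SE 0.10). The log2 fold changes of *Gad1* in SP were 0.091 (SE 0.12) in females and −0.22 (SE 0.24) in males. For *Gad2* they were 0.18 (SE 0.05) in female SP, 0.32 (SE 0.22) in male SP, 0.0088 (SE 0.078) in female DMH and −0.083 (SE 0.11) in male DMH. For *Slc32a1* they were 0.16 (SE 0.09), 0.10 (SE 0.28), 0.039 (SE 0.075) and −0.073 (SE 0.059) in the same order. The signs of *Gad2* and *Slc32a1* in female DMH changed with mut3, to −0.048 and −0.024.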

GABA is a key neurotransmitter that is required for sleep initiation and regulation, especially for the control of NREMS^22,37^, but the transcriptome analysis could not directly detect a role for *Tfap2b* in GABAergic function at the early embryonic stage. We thus asked whether *Tfab2b* might be required for the formation of GABAergic circuits that control sleep at stages that follow after the embryonic development. We hence investigated whether *Tfap2b* regulates GABA-related gene expression in the brain of adult mice. As homozygous deletion of *Tfab2b* is perinatally lethal, we used *Tfap2b*^+/−^ mice and compared their GABA gene expression to their wild-type littermate controls. We dissected the brain cortex (CTX); the hippocampus (HP); the hypothalamus (HY); the striatum (STR); the brainstem (BS); and the cerebellum (CB), and isolated separately the RNA of each of these parts. In each of these RNA samples we quantified the expression of the glutamate decarboxylase genes *GAD67* and *GAD65,* and the GABA transporter gene *Vgat* using qPCR. We observed altered expression changes in several brain areas of *Tfap2b*^+/−^ mice compared to their controls (Fig. 3). Specifically, there was an overall down regulation of all three genes in CTX, BS and CB areas. Interestingly, an up-regulation of *Vgat* was observed in the STR. These results suggest that *Tfap2b* plays a role regulating the expression of GABA-related genes.

**Figure 3:**
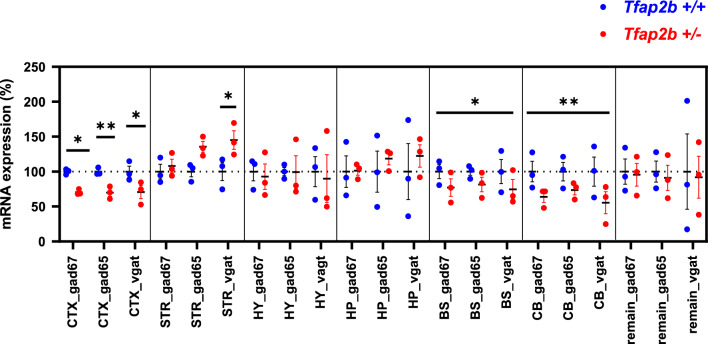
Expression of *GAD67*, *GAD65* and *Vgat* genes was altered in the brains of adult *Tfap2b*^+/−^ mice. Data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test and were shown as the mean ± SEM, *p < 0.05, **p < 0.01. *Tfap2b*^+/+^ (n = 3) and *Tfap2b*^+/−^ (n = 3). CTX, cortex; HP, hippocampus; HY, hypothalamus; STR, striatum; BS, brainstem; CB, cerebellum. Asterisks (*) with short lines identify significance for pairwise comparisons for specific GABA-related genes in CTX and STR. In the BS and CB no significance could be found individual GABA-related genes. In the BS and CB, the asterisks with long lines identify significance in total variations of all three GABA-related genes combined.

### Shortened sleep and reduced sleep intensity in female ***Vgat-tfap2b***^−/−^ mice

Our previous results showed that heterozygous deletion of *Tfap2b* in all cells of the mice shortened sleep length and reduced NREM delta and REMS theta power, indicating lower NREM sleep intensity and impaired REMS^14^. Our qPCR results above (Fig. 3) showed that the expression of GABAergic genes is impaired in the *Tfap2b*^+/−^ mouse brain. GABAergic neurons are known to have sleep-promoting functions. For example, ablating GABAergic neurons in the parafacial zone (PZ) or ventrolateral preoptic area (VLPO) can reduce NREMS^22,38,39^. To investigate whether *Tfap2b* acts in GABAergic neurons for sleep control, we deleted *Tfap2b* specifically in GABAergic neurons. For this experiment, we generated a conditional allele of *Tfap2b*, *Tfap2b*^*tm1c*^ (see methods^40^), and crossed it with a Cre recombinase driven by the *Vgat* promoter^41^. To quantify sleep in these mice, we used electroencephalogram (EEG) analysis (see methods) and measured sleep over the 24-h Zeitgeber Time (ZT) course for 48 h. We compared the conditional knockdown animals with littermates that carried either the Cre recombinase or that were homozygous for the floxed allele.

The EEG analysis of female *Vgat-tfap2b*^−/−^ mice revealed that total sleep time was decreased by approximately 120 min per 24-h day (Fig. 4A,B). NREMS and REMS time decreased most strongly within the first half of the dark phase (Fig. 4C–F). In addition to the shortened sleep time, both delta and theta power were reduced in the female *Vgat-tfap2b*^−/−^ mice (Fig. 5A–D). Plotting power versus time of the day suggested that delta and theta power were most strongly reduced during the first half of the dark phase (Fig. 5B,D). Hence, both sleep time as well as delta and theta power are mostly reduced during the first half of the dark phase. A small difference between the two control groups was observed in the spectrum power analysis of the wake state (Fig. 5E,F). In the *Tfap2b*^fl/fl^ control the EEG spectral power at slower frequency was lower than that in the *Vgat-Cre* control. Wake spectral power intensity of *Vgat-tfap2b*^−/−^ knockouts fell in between the controls. The wake power intensity of wakefulness thus seems to change independently of the slow-wave intensity in sleep. The sleep and wake bout lengths in the mutant group were not affected by the altered sleep or wake spectral power (Fig. S2). In summary, the female *Vgat-tfap2b*^−/−^ mice displayed reduced sleep time and sleep depth.

**Figure 4:**
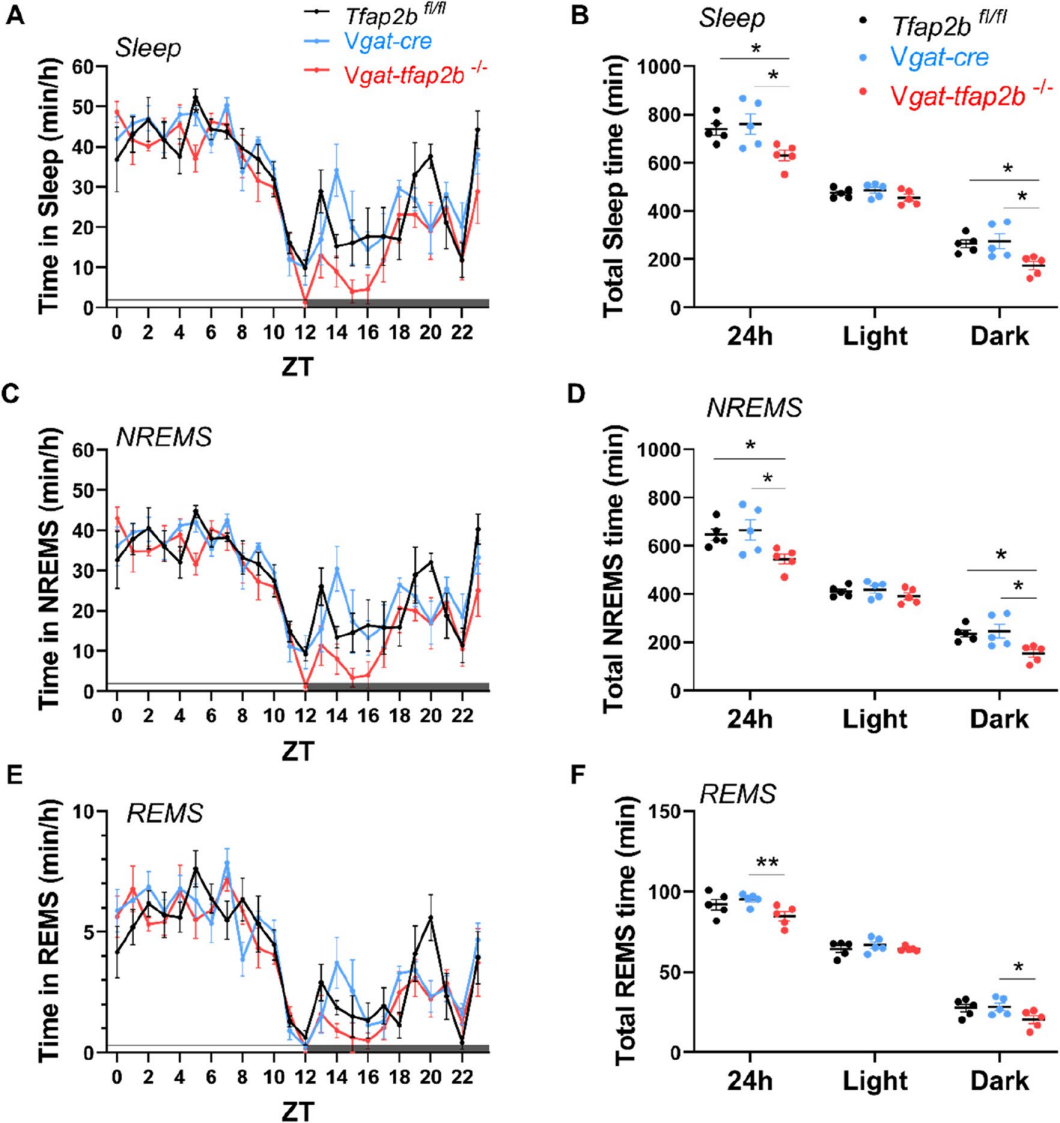
Sleep time is shortened in female GABA neuron-specific *Tfap2b* homozygous knockdowns. (**A**) Time spent in sleep in female *Tfap2b*^*fl/fl*^, *Vgat-cre*, *Vgat-tfap2b*^−/−^ mice over the Zeitgeber time (ZT) course. (**B**) Sleep quantity during 24 h, light and dark phase. ZT course NREMS quantification (**C**) and total NREMS amount during 24 h, light and dark phase (**D**). REMS quantification over the ZT course (**E**) and during 24 h, light and dark phases (**F**). All data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test and were shown as the mean ± SEM. Significant pairwise comparisons were marked with *P < 0.05, **P < 0.01. Female *Tfap2b*^*fl/fl*^ (n = 5), *Vgat-cre* (n = 5), *Vgat-tfap2b*^−/−^ (n = 5).

**Figure 5:**
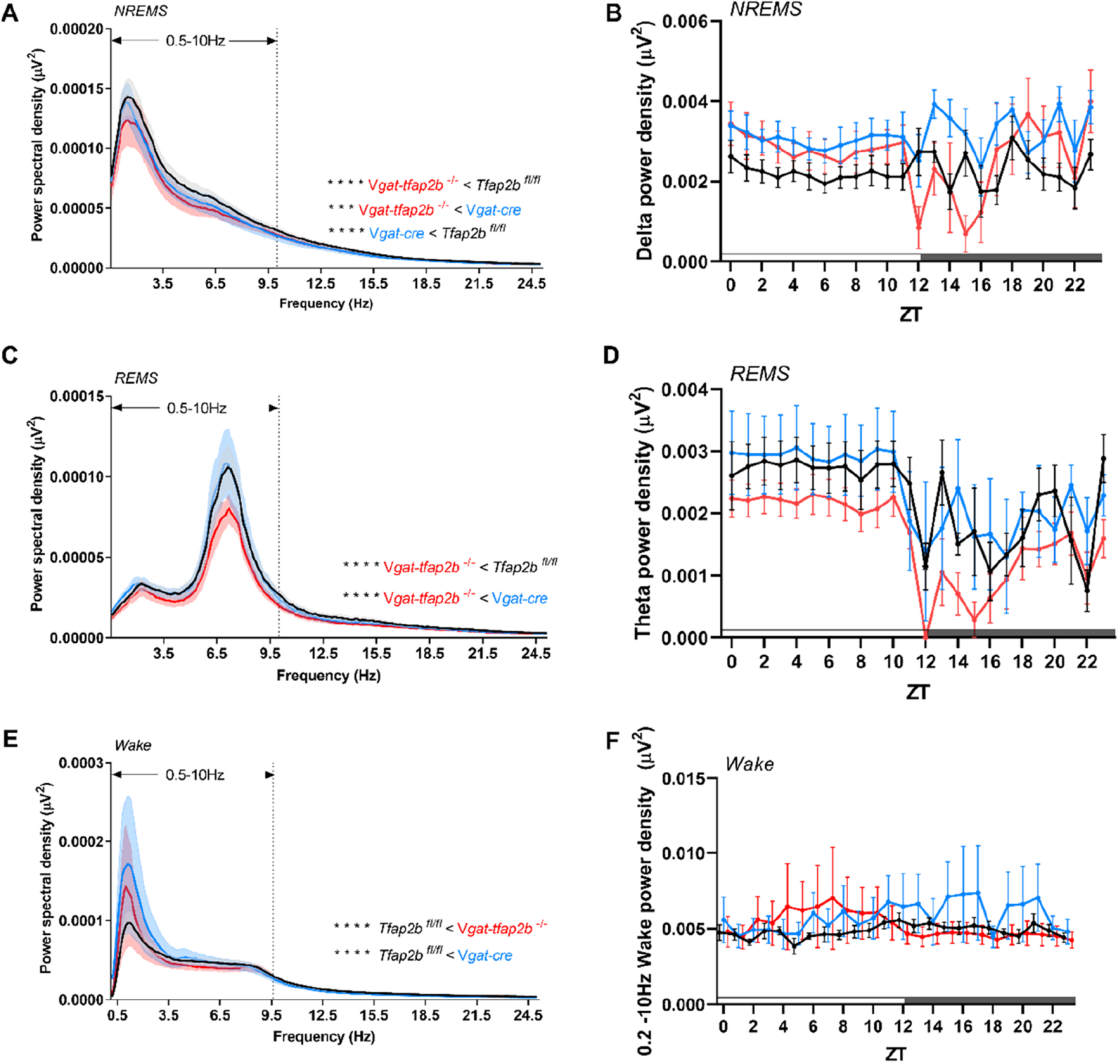
Reduced delta and theta power during NREM and REM sleep, respectively, in female *Vgat-tfap2b*^−/−^ mice. NREMS power spectra in 24 h scale (**A**) and delta power (0.5 – 4.0 Hz) changes over ZT course (**B**). REMS power spectra in 24 h scale (**C**) and theta power (5 – 10 Hz) changes over ZT course (**D**). Wake power spectra and 0.2—10 Hz power changes over ZT course. Data in (**A**, **C**, **E**) were analyzed using Friedman test followed by Dunn’s multiple comparisons test. Data in (**B**, **D**, **F**) were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test and were shown as the mean ± SEM. Highlighted is the 0.5–10 Hz frequency band (**A**, **C**, **E**), which was used for statistical analysis. Significant pairwise comparisons of *Tfap2b*^*fl/fl*^ vs. *Vgat-tfap2b*^−/−^ were marked with ***P < 0.001, ****P < 0.0001. Female *Tfap2b*^*fl/fl*^ (n = 5), *Vgat-cre* (n = 5), *Vgat-tfap2b*^−/−^ (n = 5).

### Reduced homeostatic sleep response in female ***Vgat-tfap2b***^−/−^ mice

Sleep pressure, or sleep need, accumulates as wake time progresses and dissipates during sleep^42^. The dynamics of sleep homeostasis is best characterized by spectral power changes during rebound sleep^43,44^. To determine the homeostatic sleep response, mice were deprived of sleep (SD) for 6 h after BSL recording and recovery sleep was measured for another 48 h. Following SD, a trend of increased sleep was observed during the first recovery day (R1) in both control and knockout groups with the main effect occurring during the dark phase (Fig. S3). The NREMS and REMS architecture was restored to baseline levels in all groups within the second day of recovery (R2) (Fig. S4). Spectral power analysis during R1 revealed a delta power increase compared to baseline sleep power within the equivalent ZT range in all groups tested. During R2, the delta power had returned to baseline levels.

The theta power rebound during REMS showed a statistically significant increase in female *Vgat-tfap2b*^−/−^, but the changes in control groups did not reach statistical significance (Fig. S4). We therefore calculated the accumulative effect of the theta and delta power rebound for all genotypes. The cumulative delta and theta power was calculated for NREMS and REMS, respectively. Results of both delta and theta oscillations showed that the recovery sleep in female *Vgat-tfap2b*^−/−^ mice was slower and weaker than their control littermates (Fig. 6). Taken together, the homeostatic sleep response was reduced in female *Vgat-tfap2b*^−/−^ mice.

**Figure 6:**
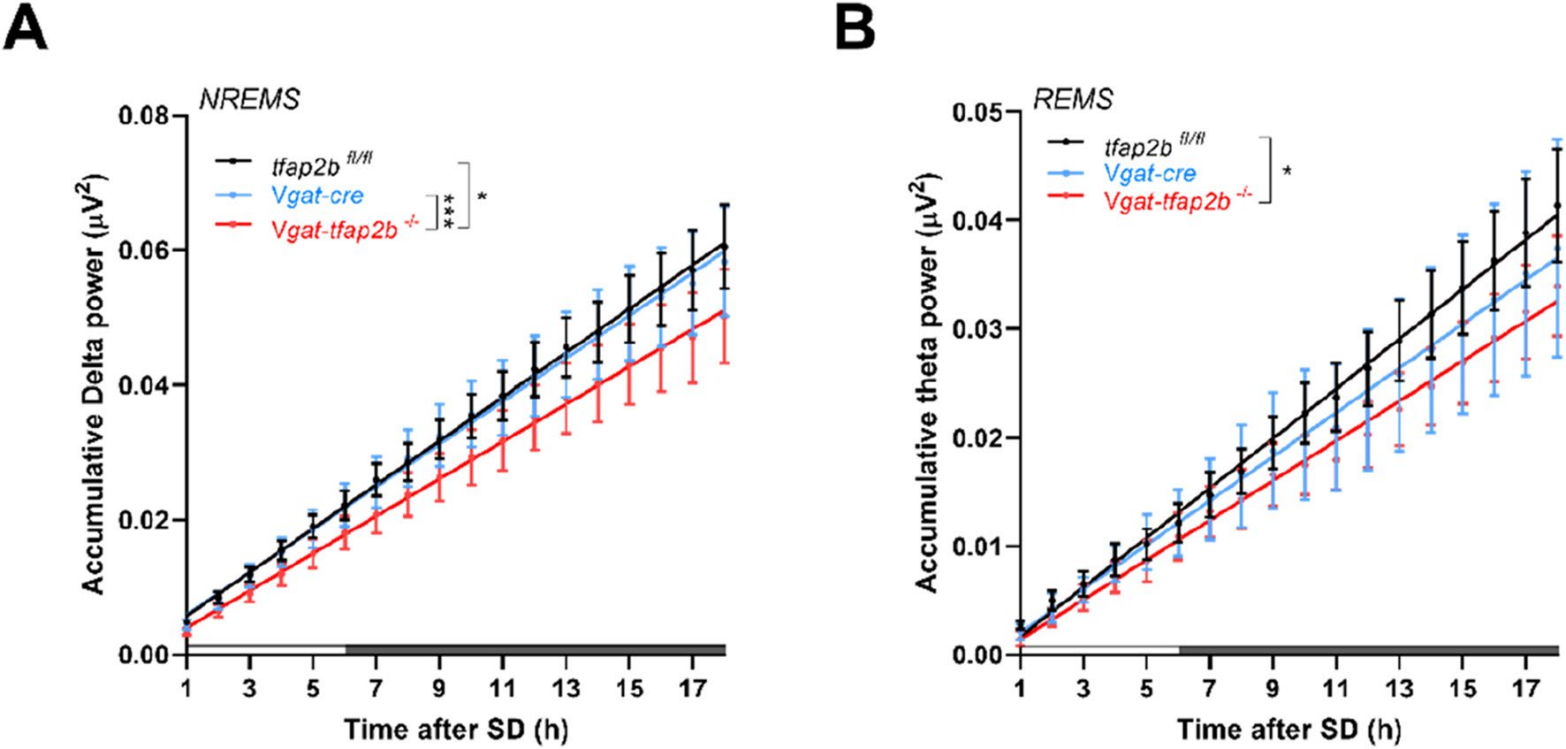
Delta and theta power during rebound sleep are weaker in female *Vgat-tfap2b*^−/−^ mice. Linear regression plots of accumulative delta (**A**) and theta power (**B**) following 6 h of SD. Equality of slopes or intercepts was tested by linear regression analysis. Significant differences were detected between groups and marked with *P < 0.05, ***P < 0.001. Female *Tfap2b*^*fl/fl*^ (n = 5), *Vgat-cre* (n = 5), *Vgat-tfap2b*^−/−^ (n = 5).

### Male ***Vgat-tfap2b***^−/−^ mice spent less time in NREM sleep

We showed here that knockdown of *Tfap2b* in GABAergic neurons reduces sleep in female mice. We also measured EEG/EMG in male mice. Consistent with our results in females, the total sleep time and NREMS were also reduced in male mutants (Fig. 7, S5). The effect of GABAergic neuron knockdown of *Tfap2b* extended to the rebound sleep that is observed following sleep deprivation, but less strongly than in females (Fig. S6). Hence *Tfap2b* in GABAergic neurons plays a role in both, baseline and rebound sleep following sleep deprivation. Thus, *Tfap2b* is required in GABAergic neurons also for sleep in males.

**Figure 7:**
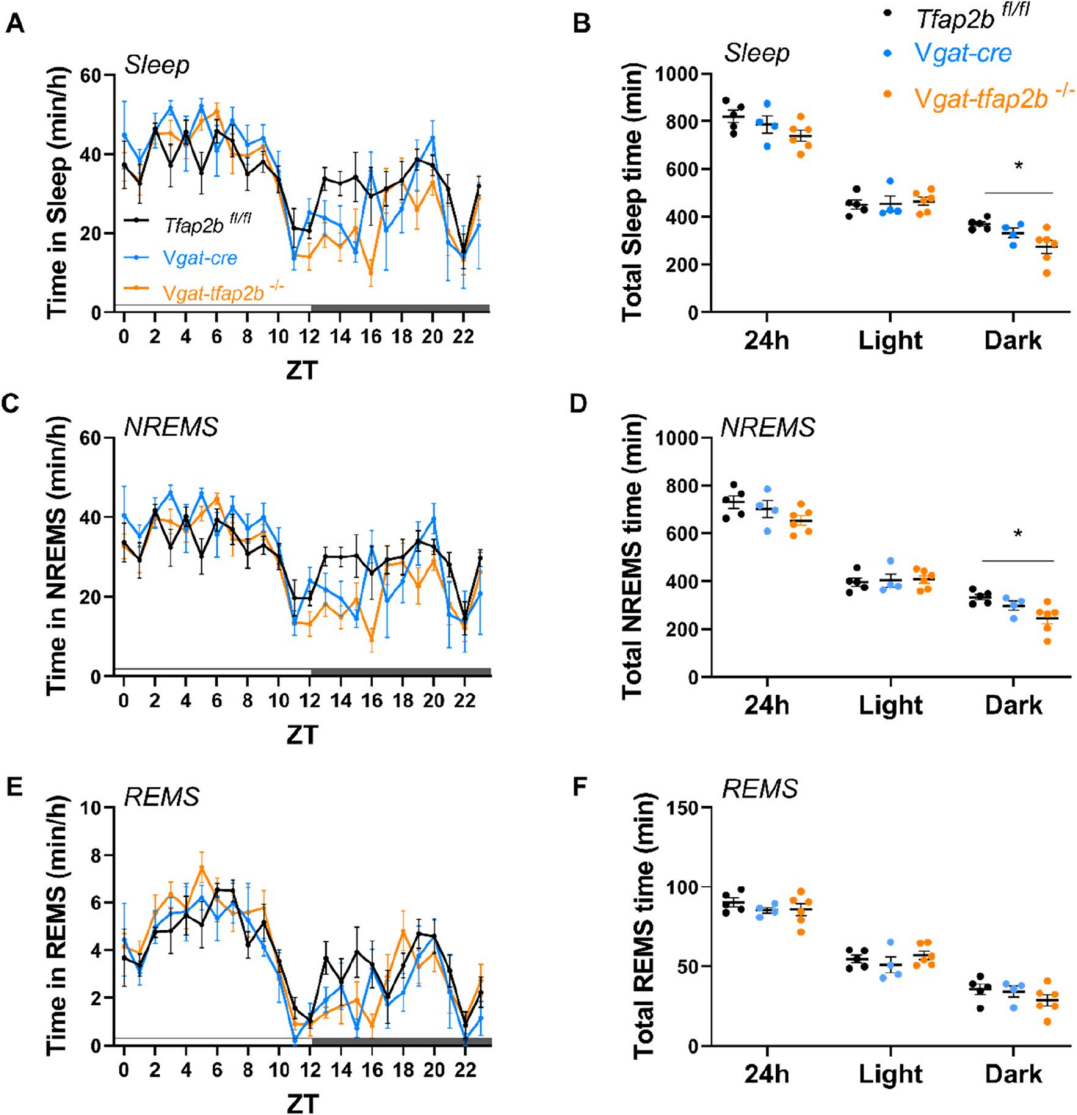
Sleep time is shortened in male GABAergic specific *Tfap2b* homozygous knockouts in baseline recording. (**A**) Sleep quantity changes in male *Tfap2b*^*fl/fl*^, *Vgat-cre*, *Vgat-tfap2b*^−/−^ mice over the Zeitgeber time (ZT) course. (**B**) Sleep quantity during 24 h, light and dark phase. (**C**) ZT course NREMS quantification and (**D**) total NREMS amount during 24 h, light and dark phase. REMS quantification over the ZT course (**E**) and during 24 h, light and dark phases (**F**). All data were analyzed by two-way ANOVA followed by Sidak’s multiple comparisons test and were shown as the mean ± SEM. Significant pairwise comparisons were marked with *P < 0.05. Male *Tfap2b*^*fl/fl*^ (n = 5), *Vgat-cre* (n = 4), *Vgat-tfap2b*^−/−^ (n = 6).

The delta and theta power are, however, increased in *Vgat-tfap2b*^−/−^ males (Fig. S7–S9). Male *Vgat-cre* control mice also displayed a stronger delta and theta power, suggesting that the *CRE* gene might have caused the power increase. The increased delta and theta power phenotype that is associated with the expression of CRE may have masked potential effects caused by *Tfap2b* knockdown. The effects of *Tfap2b* knockdown in GABAergic neurons on delta and theta power thus cannot be clearly interpreted in *Vgat-tfap2b*^−/−^ males. In the power analysis of the male groups, the two controls, *Vgat* and *tfap2b*^fl/fl^, behaved differently albeit a similar genetic background and experimental conditions*. Vgat-cre* mice have been previously used in combinations with stereotaxic AAV injection^45–47^. In these conditions there is one control group involved in each experiment, whereas in the case of breeding conditional knockouts there are two parental control strains that need to be investigated, which increases the likelihood that one parental strain has altered sleep. It hence appears that *CRE* recombinase expression might only increase delta and theta power in males, but not in females. To clearly test the delta and theta power changes that are induced by knockdown of *Tfap2b* on sleep power, further studies would be required that, for example, employ a GABA-specific CRE driver that does not interfere with sleep power in males.

## Discussion

AP-2β is expressed in migrating neural crest cells and the expression continues in neural tissues, facial mesenchyme and peripheral system^48^. Homozygous loss-of-function mutation in *Tfap2b* is perinatal lethal in mice, which is due to renal malfunction^34^. 

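The difference between the regions was tested as the interaction of genotype and region within each sex, over all genes. In females the change in *Tfap2b* was larger in DMH than in SP (log2 interaction −2.77, SE 0.25, edgeR adjusted p = 0.00921, 17546 genes tested), and −2.68 with mut3. In males the interaction was −2.87 (SE 0.24, edgeR adjusted p = 0.000668, 17531 genes tested). These fits took SP and DMH of an embryo as independent. With the embryo as a block the interaction was −2.78 in females (edgeR adjusted p = 9.5e-06) and −2.82 in males (edgeR adjusted p = 0.00608). In SP, *Tfap2b* had 2.78 to 4.90 CPM in the 12 libraries, above the floor of detection in each.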

In our study, a significant decrease of *Tfap2b* was detected in mutant DMH but not in SP. ISH data from other studies revealed a similar pattern that *Tfap2b* expression is more robust in mid- and hindbrain areas compared with forebrain^33^. Thus, it is expected that more DEGs related to embryonic brain development identified in DMH than SP. This supports the view that *Tfap2b* plays a prominent role in neuronal development in the DMH. 

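Of the 16 embryonic development genes of Table 1, 0 passed the filter on low counts in SP of either sex, and all 16 did in DMH. When both sexes were fitted together with sex as a covariate, 0 of 16973 genes were DE in SP, where 861 had an unadjusted p under 0.05, and 9 of 17223 genes were DE in DMH, 8 of them downregulated. With mut3 included the counts were 1 in SP and 5 in DMH. Leaving out male mutant 1 raised the count in DMH to 531. Of the 9 genes 0 are in the embryonic development list, and the downregulated genes included *Dbh* (log2 fold change −3.62, SE 0.48, edgeR adjusted p = 0.0751).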

Consistent with our analysis, an in vivo study has demonstrated that *Tfap2b* is required for the differentiation of noradrenergic neurons^49^. In addition, another study showed that *Tfap2b* mediates the differentiation of GABAergic interneurons in the cerebellum^29^. Thus, consistently across species, *Tfap2b* homologs are required for brain development. The impaired GABAergic gene expression in multiple brain areas in our *Tfap2b*^+/−^ model suggests that this transcription factor might control GABAergic function not only in the cerebellum but in multiple brain regions.

We have mapped a sleep-promoting effect of *Tfap2b* onto GABAergic neurons. While we have mapped an effect of *Tfap2b* to GABAergic neurons, the specific populations of GABAergic neurons in which *Tfap2b* acts to promote sleep remain unidentified. GABA is widely used in the nervous system. It would thus be interesting in future studies to further map the function of *Tfap2b* onto specific subpopulations of GABAergic neurons. It would be particularly interesting to test whether *Tfap2b* is required for the development or functioning of sleep-promoting neurons. It is equally possible that *Tfap2b* is required for sleep in neurons that are not sleep active. This is particularly relevant as GABAergic neurons control many functions such as motor control^50^, thermoregulation^51,52^, pain^53^, memory and anxiety^54^. Hence, effects on sleep could potentially be indirect. Also, it is possible that *Tfap2b* acts not only in GABAergic neurons but also in other neuron types. A mapping of the sleep function of *Tfap2b* on specific populations of neurons would also facilitate the identification of the molecular function of *Tfap2b* in these specific neuronal populations.

In the mammalian brain there are both, populations of GABAergic neurons that promote sleep as well as populations of GABAergic neurons that promote wakefulness. For example, chemogenetic activation of GABAergic neurons in the basal forebrain (BF) promotes wakefulness^55,56^, whereas chemogenetic activation of populations of GABAergic neurons in the VLPO and PZ promote sleep^22,24^. Also, brain areas that control sleep and wakefulness may contain mixed populations of both sleep-promoting neurons and wake-promoting GABAergic neurons. For example, the BF and the VLPO contain such mixed populations of GABAergic neurons, some of which are wake active and others are sleep active^55,57^. Some approaches have been established to specifically target subpopulations of such GABAergic neurons. For example, a specific subpopulation of VLPO GABA neurons, which have projections to the tuberomammillary nucleus (TMN), can be targeted by retrograde labeling, which demonstrated that this specific neuronal subpopulation promotes sleep^24^. Hence, some populations of GABAergic neurons can promote sleep, whereas other populations of GABAergic neurons might function to inhibit sleep-promoting neurons^58,59^. Hence, the identification of the molecular function of *Tfap2b* in sleep will ultimately require more specific manipulations of *Tfap2b.*

We did not detect a defect in GABAergic gene expression in the hypothalamus, which contains sleep-active neurons in the VLPO^58^. As brain regions such as the hypothalamus contain many different populations of different neuron types, this does not however exclude the possibility that *Tfap2b* might still be playing a role in sleep-promoting areas within the hypothalamus and it does not exclude the possibility that *Tfap2b* controls GABA-related gene expression in subsets of neurons. Hence, the effects of *Tfap2b* knockdown in GABAergic neurons could be different for different populations of GABAergic neurons, and the effects on GABAergic gene expression could be restricted to a small subset of GABAergic neurons within the hypothalamus such as sleep-active neurons of the VLPO or other neurons and might thus be difficult to detect by analyzing gene expression at the level of the entire hypothalamus.

It remains unclear why *Tfap2b* is required for sleep in GABAergic neurons. *Tfap2b* has been shown to control the expression of GABA-related genes, but it is not known whether this function also underlies its role in sleep. In *C. elegans*, the *Tfap2b* homolog *aptf-1* does not seem to control sleep by controlling the expression of GABA-related genes, but through the control of expression of a neuropeptide gene^19^. While the idea that *Tfap2b* is required for sleep by controlling GABA-related gene expression seems plausible, it is likely that *Tfap2b* is playing a role in sleep regulation through other genes.

We have knocked down *Tfap2b* during development. It hence remains unclear whether *Tfap2b* is required specifically during development, i.e. for the normal creation of neuronal circuits that are involved in the control of sleep or whether *Tfap2b* is required for the functioning of mature neurons and circuits. Such adult-specific inhibition of *Tfap2b* could for example be tested by tamoxifen-inducible CRE^60^, by injecting CRE-expressing AAV into specific brain areas in the adult^61^, or by injecting AAV containing floxed shRNA against *Tfap2b* into specific brain regions such as the VLPO in animals expressing CRE in GABAergic neurons^62,63^. Such additional experiments will be instrumental also in identifying specific neuronal populations in which *Tfap2b* acts. Once specific populations of neurons are identified in which *Tfap2b* is required for sleep, transcriptomic and electrophysiological analysis of these specific neurons can be carried out with and without the knockdown of *Tfap2b*.

Previous studies have investigated the function of other transcription factors in sleep regulation^7,64,65^. For example, another transcription factor, *Lhx6*, exerts a mild sleep-reducing effect via GABA-releasing neurons in the zona incerta of the lateral hypothalamus^64,66^. Thus, *Tfap2b* might be one of the genetic factors that regulates sleep-initiating GABAergic neurons. Here, and consistent with our work in *C. elegans*, we find a role of *Tfap2b* in controlling sleep by acting in GABAergic neurons.

## Methods

### Authorizations to carry out experiments with live mice

The LAVES (Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit) approved the experiments with live mice. All experiments were performed in accordance with relevant EU and German guidelines and regulations. The authors complied with the ARRIVE guidelines.

### Animals

Embryos carrying the *Tfap2b*^*tm1a*^ allele (knock-out first *tm1a* allele) were purchased from EMMA. We first crossed *Tfap2b*^*tm1a*^ with the FLP deleter strain 129S4/SvJaeSor-*Gt(ROSA)26Sor*^*tm1(FLP1)Dym*^/J (#003,946, Jackson laboratory). The FLP recombinase removed the trapping cassette from the *Tfap2b*^*tm1a*^ allele, therefore converted the *tm1a* allele to the conditional (floxed) allele *Tfap2b*^*tm1c*^ (here we call *Tfap2b*^*fl*^). The deletion was verified by PCR.

The V*gat-cre* mouse line B6J.129S6(FVB)-*Slc32a1*^*tm2(cre)Lowl*^/MwarJ(#028,862, Jackson laboratory) was a gift from Professor Nils Brose from Max Planck Institute of Experimental Medicine.

To conditionally delete *Tfap2b* from GABAergic neurons, we first crossed *tfap2b*^*fl/*+^ mice with V*gat-cre* mice to obtain V*gat*-*tfap2b*^*-/*+^ mice. V*gat*-*tfap2*^+/−^ mice were then bred to *Tfap2b*^*fl/*+^ mice to generate homozygous knockouts (V*gat*-*tfap2b*^−/−^) and the respective littermate controls. We used the *Tfap2b*^*fl/fl*^ and heterozygous V*gat-cre* mice as the control groups in this experiment. Both male and female mice were used in the EEG recording.

*Tfap2b* knockout (*Tfap2b*^+/−^) mice were provided by Markus Moser [Max Planck Institute (MPI) for Biochemistry] with PGK-neo cassette inserted into exon four of the *Tfap2b* gene^34^. On embryonic day (E) 14.5, mouse embryos were harvested from mother *Tfap2b*^+/−^ mice, which had been mated with the male mice of *Tfap2b*^+/−^. The brains were extracted and dissected into secondary prosencephalon (SP) and diencephalon/midbrain/hindbrain (DMH) areas. All tissues were snap-frozen and stored at − 80 °C before use.

### Genotyping

Ear biopsies of mice or tails from embryos were collected and genomic DNA was extracted as described previously^14^. Briefly, samples were lysed in 50 µl of PBND buffer (50 mM KCl, 10 mM Tris HCl pH 8.3, 0.1 mg/mL MgCl_2_·6H_2_O, 0.1 mg/mL Gelatin, 0.45% NP-40, 0.45% Tween20) with 2.5 µl proteinase K (#P8107S, New England BioLabs) freshly added. The samples were incubated in a thermomixer at 55 °C overnight until samples were completely lysed. The proteinase K was then deactivated in the samples by incubation at 85 °C for 45 min. The lysate was then centrifuged at 6000 × g and the supernatant was used for PCR. Primers used for genotyping and PCR conditions are listed in Table S1. Tails from all embryos were measured for determining the genotype and the sex of the individuals.

### RNA-sequencing

Brains from E14.5 embryos were extracted and dissected into prosencephalon (SP) and diencephalon/midbrain/hindbrain (DMH) areas from three female and three male individuals per sex and genotype. Thus, in total, we used 12 embryos. We isolated RNA from each sample individually according to the manufacture’s protocol (Qiagen RNeasy Mini plus). RNA sequencing was carried out by Bernd Timmermann and Stefan Börno at the sequencing facility of the Max Planck Institute for Molecular Genetics, Berlin, according to their protocol, which we have described previously in^14^ and which is cited here: After quality control using Agilent’s Bioanalyzer, sequencing libraries were prepared from 500 ng of total RNA per sample following Roche’s stranded “KAPA RNA HyperPrep” library preparation protocol for single indexed Illumina libraries: First the polyA-RNA fraction was enriched using oligo-dT-probed paramagnetic beads. Enriched RNA was heat-fragmented and subjected to first strand synthesis using random priming. The second strand was synthesized incorporating dUTP instead of dTTP to preserve strand information. After A-tailing, Illumina sequencing compatible adapters were ligated. Following bead-based clean-up steps the libraries were amplified using 11 cycles of PCR. Library quality and size was checked with qBit, Agilent Bioanalyzer and qPCR. Sequencing was carried out on an Illumina NovaSeq2 system in PE100bp mode yielding around 50 million fragments per sample. For the analysis, we compared *Tfap2b*^+*/*+^ and *Vgat-Tfap2b*^−/−^.

### Quantitative PCR

Brains from adult *Tfap2b*^+/−^ and their littermate controls (*Tfap2b*^+*/*+^) were extracted and dissected into different brain areas, which were: cortex, striatum, hypothalamus, hippocampus, brainstem, cerebellum and all of the remaining brain areas. Total RNA was extracted from each sample using TRIzol and was reverse transcribed into cDNA using the high-capacity cDNA RT kit (Applied Biosystems) according to the manufacturer’s instructions. Reverse transcription was performed at 25 °C for 10 min, 37 °C for 120 min, 85 °C for 5 min and samples were kept in 4 °C or − 20 °C until use. Subsequently, the cDNA levels were quantified using the Fast SYBR Green Master Mix (Applied Biosystems). mRNA expression was analyzed using the 2^-ΔΔCq^ method where the control was normalized to 100%, and the samples from the mutants were compared with their control. The primers used and qPCR conditions are listed in Table S2.

### Surgeries

Female and male mice were used for the EEG experiment and the surgeries were performed as described previously^14^. Briefly, mice were anesthetized using isoflurane throughout the operation. Two EEG recording electrodes (Bilaney Consultants GmbH) were implanted bilaterally over frontal cortex (AP + 1.5 mm from bregma; mediolateral ± 1.7 mm), and one recording electrode was implanted over the right parietal lobe (AP + 1.5 mm from lambda; mediolateral + 1.7 mm). Two reference electrodes were placed bilaterally over the cerebellum (AP − 1.5 mm from lambda; mediolateral ± 1.7 mm). One subcutaneous pad was inserted to the nuchal muscle to record the electromyogram (EMG). The wires attached to the electrodes and subcutaneous pad were assembled into a pedestal (PlasticsOne, Bilaney Consultants GmbH). The surgical exposure was covered with dental cement. At least 8 days were allowed for recovering before connecting to the recording cable. All mice were given 48 h to acclimate to the recording cylinder.

### EEG recording setups and data analysis

As previously described, the recording was performed in condition under 12 h/12 h (Light/Dark) cycles with light-on at 6AM (ZT0) to 6PM (ZT12) every day. EEG/EMG signals were recorded at a sampling rate of 2000 Hz (Multi Channel Systems MCS GmbH) starting from ZT0 for 48 h as baseline recording, followed by a 6 h-sleep-deprivation from ZT0 to ZT6 by gentle handling^67^ and novel objects interaction^68^, subsequently a recovery sleep of 48 h. EEG/EMG data were analyzed in a semi-automatic way that the signals were first trained by a human scorer using Sirenia Sleep Pro (Pinnacle Technologies, Lawrence, KS) at 10 s epoch and then analyzed by a MatLab-based custom-written system^69^, followed by visual inspection by the same scorer. NREMS was scored based on the presence of the slow activity (0.5–4 Hz) with high amplitude (delta waves) and quiet EMG activity. REMS was characterized as theta activity (6–10 Hz) with a slightly higher frequency than delta waves and EMG atonia. Time spent in each vigilance state was calculated and plotted over the 24 h course or as total hours during the 24 h/ light/ dark phase for each genotype. For 48 h of baseline recording, values were averaged and plotted as a 24 h scale. Spectral analysis was performed as described by Kent *et* al.^70^ Raw power data of the vigilance states were presented based on the distribution of power in 0.1 Hz windows or frequency classes. Accumulative spectral power was plotted to visualize the rebound power changes in NREMS and REMS. All power data were expressed as averaged values from frontal and temporal recordings. The scorer was blind to the genotypes of all mice during the analysis.

### Statistics

Statistics analysis and graph plotting were performed using SPSS or GraphPad Prism 8. Shapiro–Wilk Normality test was used to analyze the distribution of data. Levene’s test was adopted to test whether variances were equal. Parametric tests were performed for the datasets showed a Gaussian distribution. Specifically, for comparisons between two groups, two-tailed paired/unpaired t-test was performed. As for multi-group comparisons, ANOVA followed by Sidak’s multiple comparisons was performed. Nonparametric tests were used for the dataset that was not normally distributed or the variances were not equal. In such circumstances, Mann–Whitney test or Wilcoxon signed-rank were used for two-group comparison, or Friedman test followed by Dunn’s multiple comparisons test was performed for multi-group comparisons. Linear regression analysis was performed to plot accumulative spectral power, and equality of slopes or intercepts was calculated to examine the difference between genotypes. ClueGO^35^ was used in the network analysis of DE genes from RNA-analysis.

## Supplementary Information

Supplementary Information.

## Data Availability

The authors state that all data necessary for confirming the conclusions presented in the article are represented fully within the article. All data are available at Dryad (https://datadryad.org/stash/share/hzwhRUy0u5DTwk-CK4tcRFq1o54oruMyWXpqJaPQeUU; 10.5061/dryad.05qfttf6c). Raw RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus^71^ and are available through GEO Series accession number GSE217724 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217724).

# Supplementary material for: Tfap2b acts in GABAergic neurons to control sleep in mice
**Source:** Sci Rep. 2023 May 17;13:8026. doi: 10.1038/s41598-023-34772-x
**Supplement:** Supplementary file 1 — Supplementary Information.

# *Tfap2b* acts in GABAergic neurons to control sleep in mice

**Authors:** Yang Hu<sup>1</sup>, Henrik Bringmann<sup>1,2</sup>

**Supplemental Information**

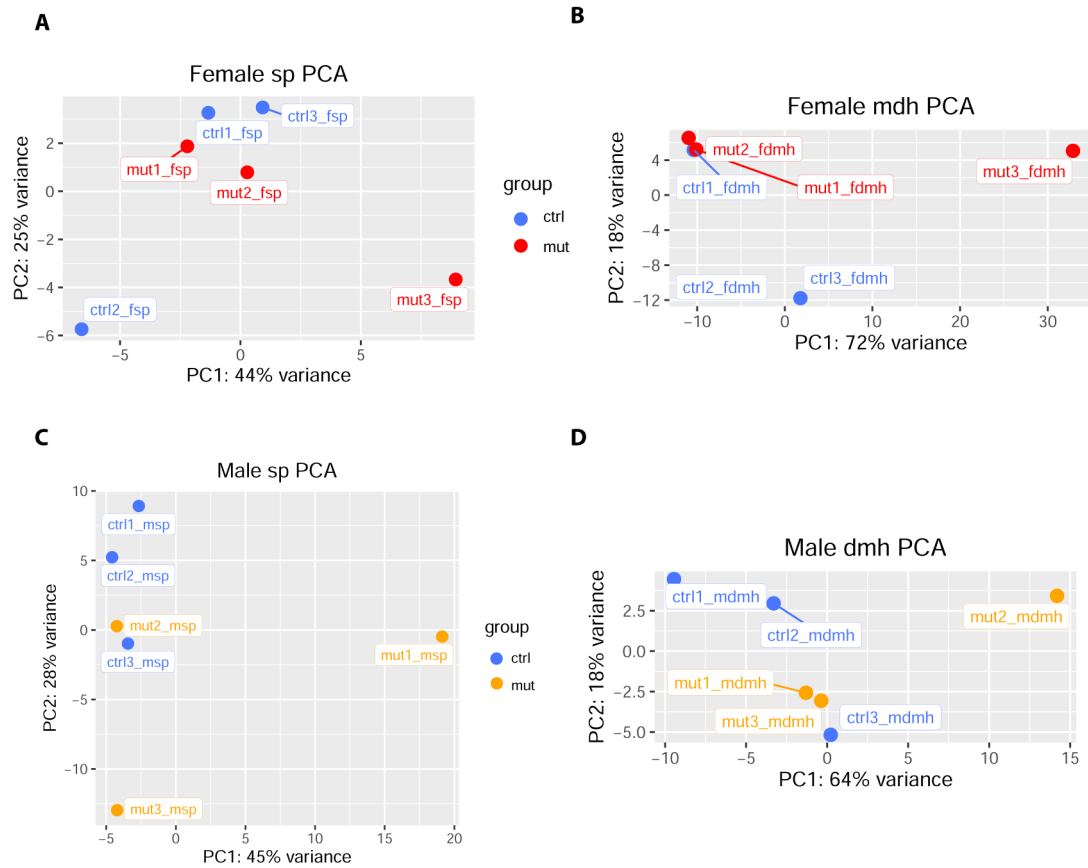

**Figure S1. Principal components analysis of gene expression in E14.5 wild-type and *Tfap2b* mutant brains.**

Score plots of female embryonic SP (A) and DMH (B), male sp (C) and (D). The plots modeled above 70% of the total variance. The contributions of the first and second major components were shown along x and y axis, respectively. Female E14.5 embryos *Tfap2b*<sup>+/+</sup>, n=3; female E14.5 embryos *Tfap2b*<sup>+/-</sup>, n=3; male E14.5 embryos *Tfap2b*<sup>+/+</sup>, n=3; male E14.5 embryos *Tfap2b*<sup>+/-</sup>, n=3; SP, secondary prosencephalon; DMH, diencephalon, midbrain and hindbrain.

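The principal components were computed from variance-stabilized counts (DESeq2) of the 500 genes with the largest variance among the 6 libraries of each sex and region. The first and second component held 43.7% and 24.4% of the variance of these genes in female SP, 71.6% and 18.8% in female DMH, 42.3% and 29.3% in male SP and 64.3% and 18.6% in male DMH. On the first component of female DMH, mut3 had a score of 32.8, and the other 5 libraries had scores from −10.99 to 1.82. Control 1 lay beside mutants 1 and 2, with scores of −10.4, −10.1 and −10.99. In female SP mut3 had the highest score on the first component, 8.73, and the others −6.16 to 0.87.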

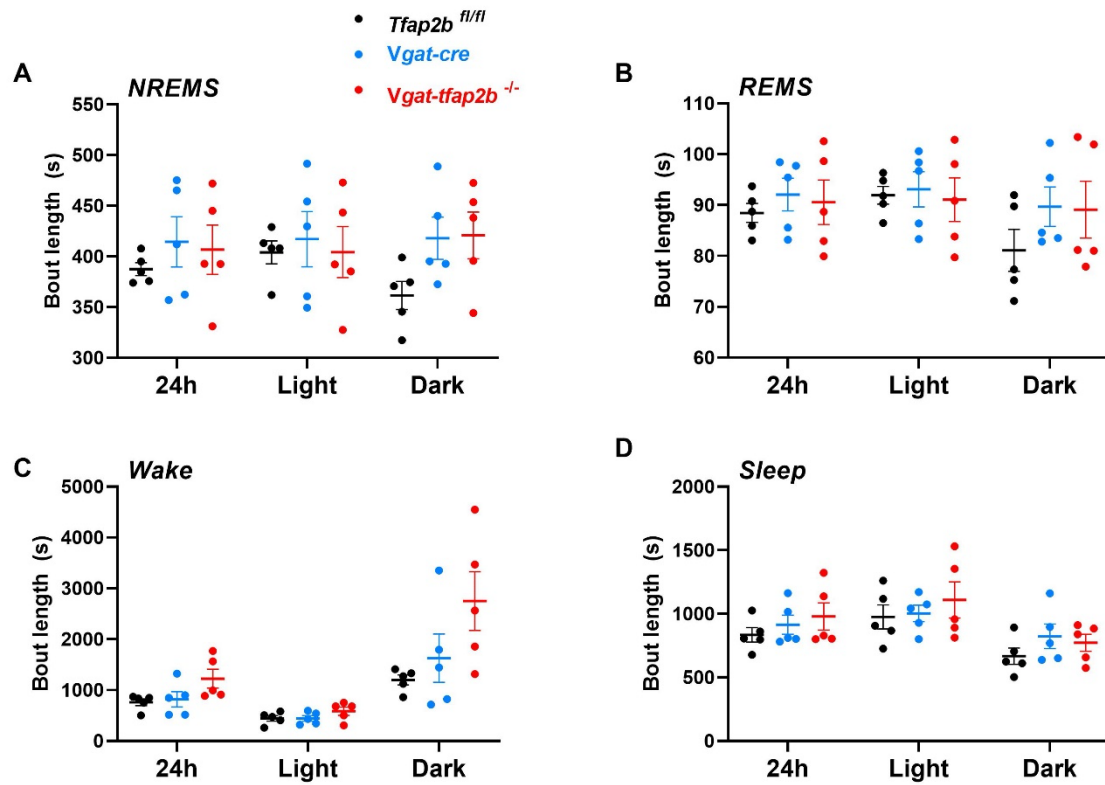

**Figure S2. Sleep and wake bout lengths were not changed in female *Vgat-Tfap2b*<sup>-/-</sup> mice.**

Bout analysis of female *Tfap2b*<sup>fl/fl</sup>, *Vgat-cre*, *Vgat-Tfap2b*<sup>-/-</sup> mice during NREMS (A), REMS (B), wake (C) and sleep (D) state. Data were analyzed by two-way ANOVA followed by Sidak's multiple comparisons test and were shown as the mean  $\pm$  SEM. Female *Tfap2b*<sup>fl/fl</sup> (n = 5), *Vgat-cre* (n = 5), *Vgat-tfap2b*<sup>-/-</sup> (n = 5).

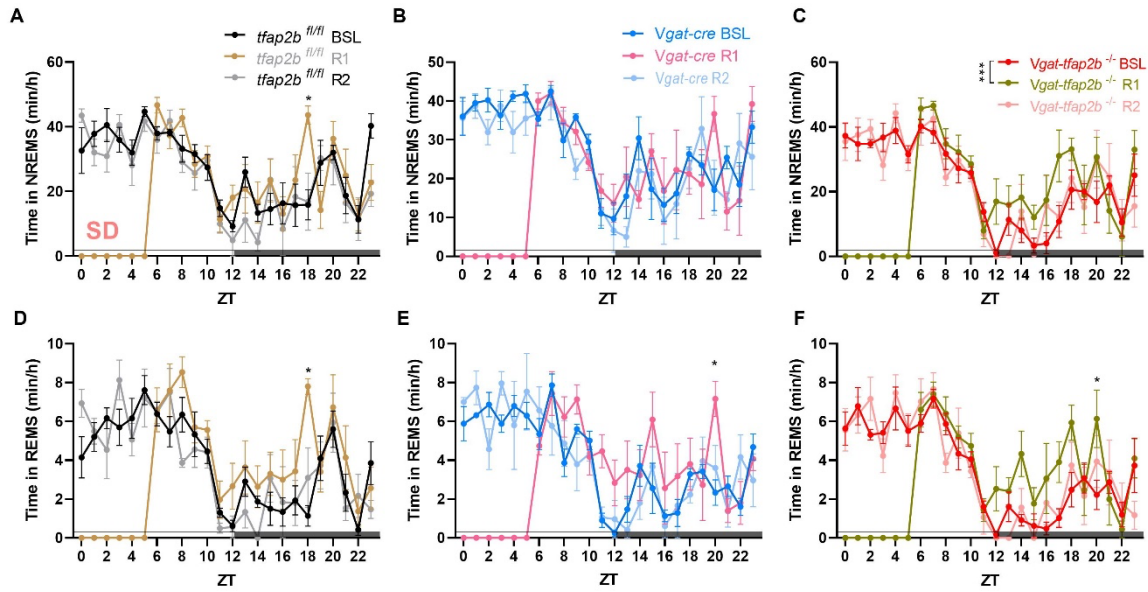

**Figure S3. Sleep is increased after 6-hour sleep deprivation in all tested female mice.**

NREMS quantity changes over ZT course during baseline (BSL), the first / second recovery day (R1/R2) in female *Tfap2b*<sup>fl/fl</sup> (A), *Vgat-cre* (B), *Vgat-tfap2b*<sup>-/-</sup> mice (C). REMS quantity changes over ZT course during BSL, R1, R2 in female *Tfap2b*<sup>fl/fl</sup> (D), *Vgat-cre* (E), *Vgat-tfap2b*<sup>-/-</sup> mice (F). All data were analyzed by two-way ANOVA followed by Sidak's multiple comparisons test and were shown as the mean  $\pm$  SEM. Significant pairwise comparisons of BSL vs. R1 were marked with \* $P < 0.05$ . Female *Tfap2b*<sup>fl/fl</sup> (n = 5), *Vgat-cre* (n = 5), *Vgat-tfap2b*<sup>-/-</sup> (n = 5).

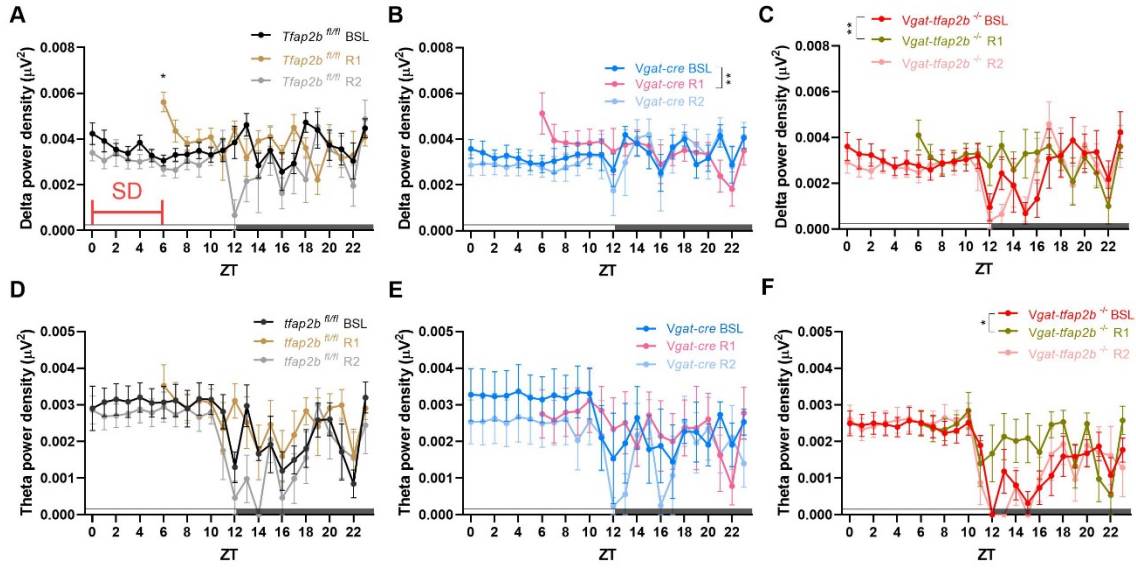

**Figure S4. Weaker sleep power rebound in female *Vgat-tfap2b*<sup>-/-</sup> mice after 6-hour sleep deprivation.**

Delta power changes over ZT course during BSL, R1, R2 in female *Tfap2b*<sup>fl/fl</sup> (A), *Vgat-cre* (B), *Vgat-tfap2b*<sup>-/-</sup> mice (C). Theta power changes over ZT course during BSL, R1, R2 in female *Tfap2b*<sup>fl/fl</sup> (D), *Vgat-cre* (E), *Vgat-tfap2b*<sup>-/-</sup> mice (F). All data were analyzed by two-way ANOVA followed by Sidak's multiple comparisons test and were shown as the mean  $\pm$  SEM. Significant Time x Sleep deprivation interactive variations were specified between groups and marked with \* $P < 0.05$ , \*\* $P < 0.01$ ; pairwise comparisons of BSL vs. R1 were marked with \* $P < 0.05$ . Female *Tfap2b*<sup>fl/fl</sup> (n = 5), *Vgat-cre* (n = 5), *Vgat-tfap2b*<sup>-/-</sup> (n = 5).

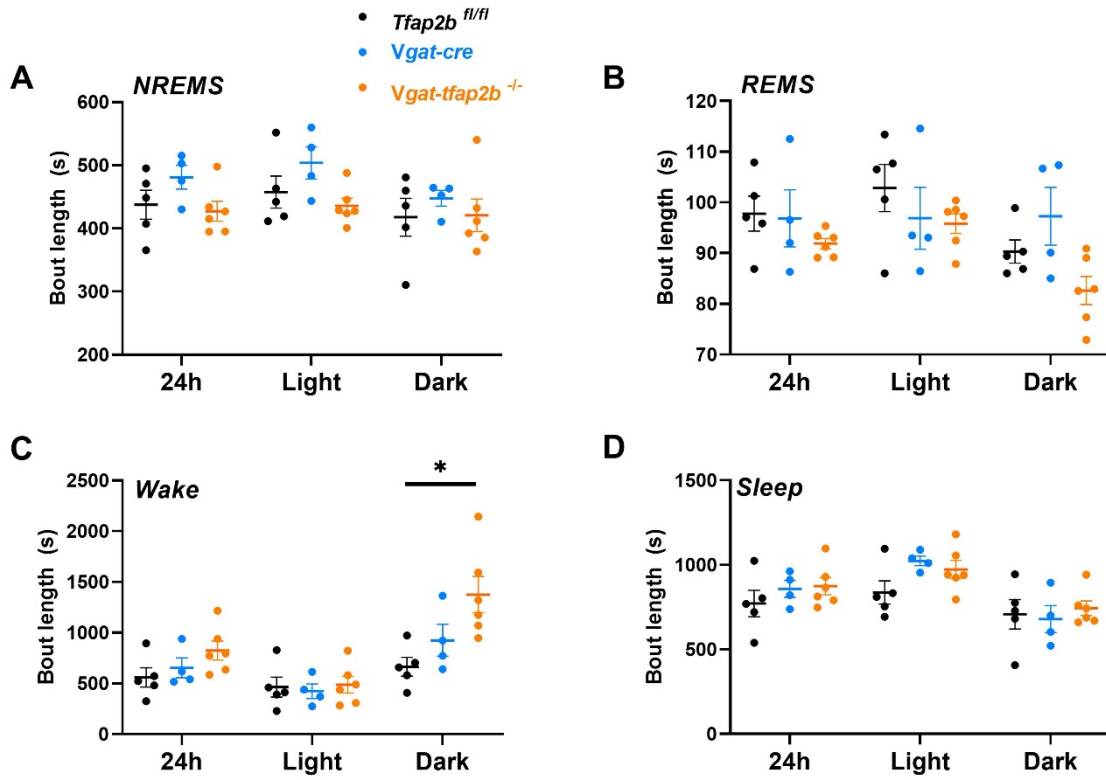

**Figure S5. Sleep and wake bout lengths were not changed in the male *Vgat-fap2b<sup>-/-</sup>* mice.**

Bout analysis of male *Tfap2b<sup>fl/fl</sup>*, *Vgat-cre*, *Vgat-Tfap2b<sup>-/-</sup>* mice during NREMS (A), REMS (B), wake (C) and sleep (D) state. Data were analyzed by two-way ANOVA followed by Sidak's multiple comparisons test and were shown as the mean  $\pm$  SEM. Male *Tfap2b<sup>fl/fl</sup>* (n = 5), *Vgat-cre* (n = 4), *Vgat-tfap2b<sup>-/-</sup>* (n = 6).

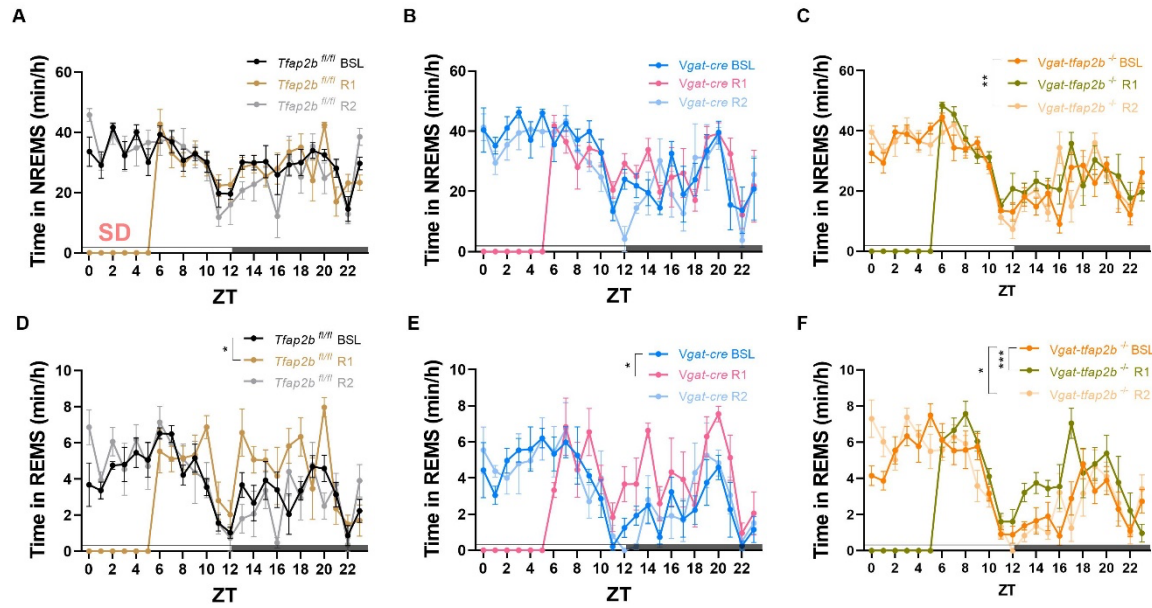

**Figure S6. Sleep is increased after 6-hour sleep deprivation in the male *Vgat-tfap2b*<sup>-/-</sup> mutant and the *Vgat-cre* control.**

NREMS quantity changes over ZT course during baseline (BSL), the first / second recovery day (R1/R2) in female *Tfap2b*<sup>fl/fl</sup> (A), *Vgat-cre* (B), *Vgat-tfap2b*<sup>-/-</sup> mice (C). REMS quantity changes over ZT course during BSL, R1, R2 in female *Tfap2b*<sup>fl/fl</sup> (D), *Vgat-cre* (E), *Vgat-tfap2b*<sup>-/-</sup> mice (F). All data were analyzed by two-way ANOVA followed by Sidak's multiple comparisons test and were shown as the mean  $\pm$  SEM. Significant Time  $\times$  Sleep deprivation interactive variations were specified between groups and marked with \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ . Male *Tfap2b*<sup>fl/fl</sup> ( $n = 5$ ), *Vgat-cre* ( $n = 4$ ), *Vgat-tfap2b*<sup>-/-</sup> ( $n = 6$ ).

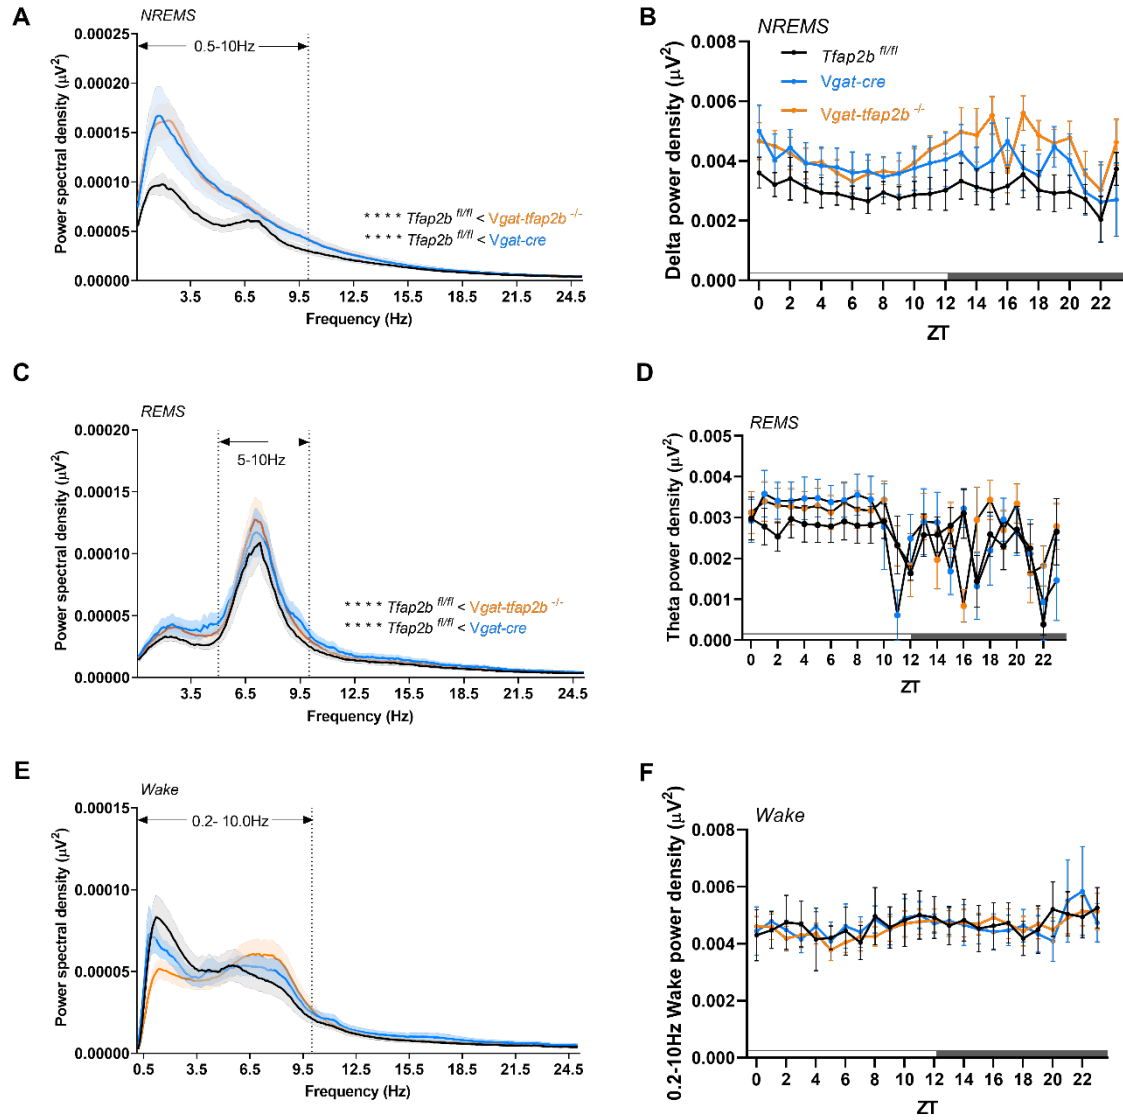

**Figure S7. Sleep powers are stronger in male *Vgat-tfap2b<sup>-/-</sup>* mutants and the *Vgat-cre* control.**

NREMS power spectra in 24h scale (A) and delta power (0.5 – 4.0 Hz) changes over ZT course (B). REMS power spectra in 24h scale (C) and theta power (5 – 10 Hz) changes over ZT course (D). Wake power spectra and 0.2- 10 Hz power changes over ZT course. Data in (A, C, E) were analyzed using Friedman test followed by Dunn's multiple comparisons test. Data in (B, D, F) were analyzed by two-way ANOVA followed by Sidak's multiple comparisons test and were shown as the mean  $\pm$  SEM. Significant pairwise comparisons were marked with \*\*\*\* $P < 0.0001$ . Male *Tfap2b<sup>fl/fl</sup>* ( $n = 5$ ), *Vgat-cre* ( $n = 4$ ), *Vgat-tfap2b<sup>-/-</sup>* ( $n = 6$ ).

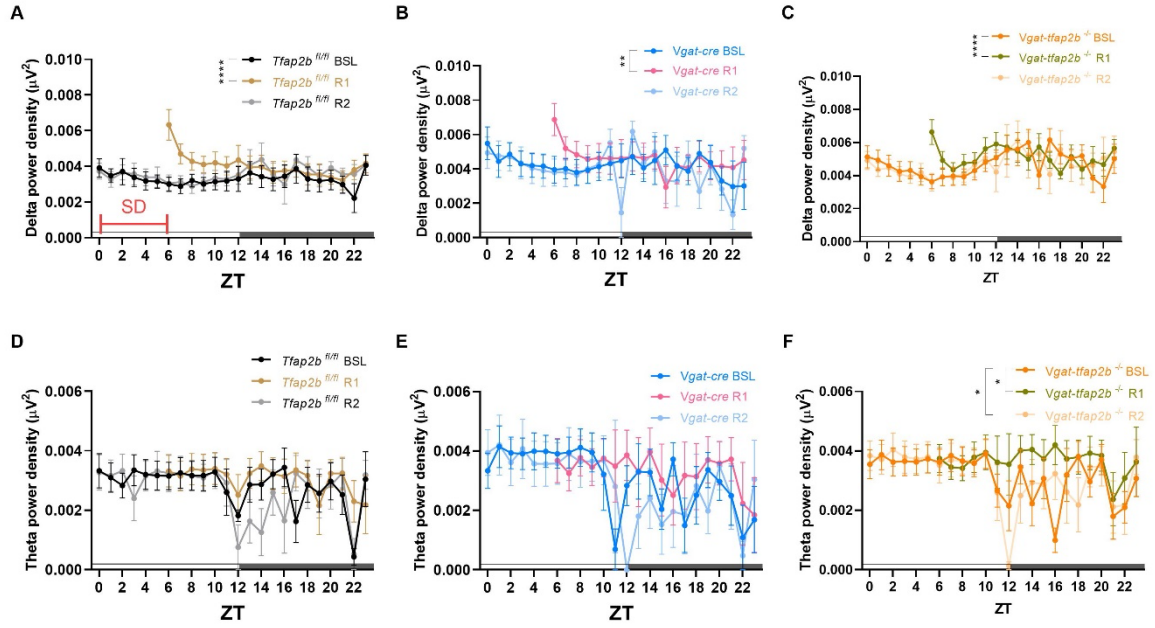

**Figure S8. Sleep power rebound in both control and mutant mice after 6-hour sleep deprivation.**

Delta power changes over ZT course during BSL, R1, R2 in female *Tfap2b*<sup>fl/fl</sup> (A), *Vgat-cre* (B), *Vgat-tfap2b*<sup>-/-</sup> mice (C). Theta power changes over ZT course during BSL, R1, R2 in female *Tfap2b*<sup>fl/fl</sup> (D), *Vgat-cre* (E), *Vgat-tfap2b*<sup>-/-</sup> mice (F). All data were analyzed by two-way ANOVA followed by Sidak's multiple comparisons test and were shown as the mean  $\pm$  SEM. Significant Time x Sleep deprivation interactive variations were specified between groups and marked with \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$ . Male *Tfap2b*<sup>fl/fl</sup> (n = 5), *Vgat-cre* (n = 4), *Vgat-tfap2b*<sup>-/-</sup> (n = 6).

A

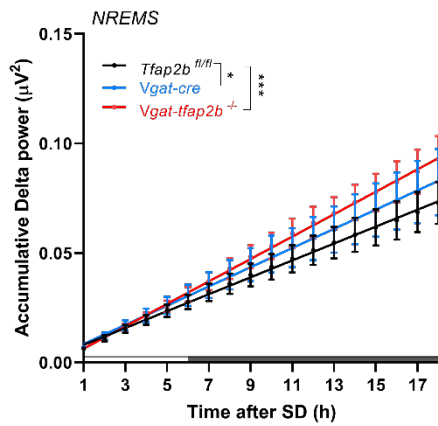

B

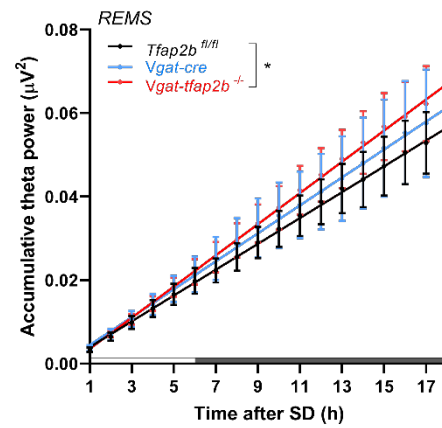

**Figure S9. Sleep rebound power is stronger in the male *Vgat-tfap2b*<sup>-/-</sup> mutant and *Vgat-cre* control after 6-hour sleep deprivation.**

Linear regression plots of accumulative delta (A) and theta power (B) after SD. Equality of slopes or intercepts was tested by simple linear regression analysis. Significant differences were specified between groups and marked with \* $P < 0.05$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . Male *Tfap2b*<sup>fl/fl</sup> ( $n = 5$ ), *Vgat-cre* ( $n = 4$ ), *Vgat-tfap2b*<sup>-/-</sup> ( $n = 6$ ).

**Table S1. Genotyping primers and protocols**

| Gene                                              | Primer names        | Primer sequence 5' - 3' | PCR conditions                                      | Products                                                                        |
|---------------------------------------------------|---------------------|-------------------------|-----------------------------------------------------|---------------------------------------------------------------------------------|
| <i><sup>1</sup>Vgat-cre</i>                       | Common-F (12785)    | CTTCGTCATCGGCGGCATCTG   | 10s at 95°, 10s at 65°(0.5°C per                    | <i>Vgat-cre</i> allele 200bp; wild-type allele 323bp                            |
|                                                   | Wildtype-R (12786)  | CAGGGCGATGTGGAATAGAAA   | cycle decrease), 10s at 68° for 10 cycles;          |                                                                                 |
|                                                   | Mutant-R (oIMR8292) | CCAAAAGACGGCAATATGGT    | 10s at 95°C, 10s at 60°C, 10s at 72°C for 28 cycles |                                                                                 |
| <i>Tfap2b<sup>tm1a</sup></i>                      | Tfap2 5'arm         | GACATCCTACAATGCACAGCT   | 30s at 95°, 45s at 65°, 45s at 72° for 39 cycles    | <i>Tm1a</i> allele 529bp (5'arm + LAR3); wild-type allele 381bp (3'arm + 5'arm) |
|                                                   | Tfap2 3'arm         | TTGCTGTGAGCTAAGAGCTTC   |                                                     |                                                                                 |
|                                                   | LAR3                | CAACGGGTTCTTCTGTAGTCC   |                                                     |                                                                                 |
| <i>Tfap2b<sup>floxed</sup></i>                    | Tfap2 5'arm         | GACATCCTACAATGCACAGCT   | 30s at 95°, 45s at 65°, 45s at 72° for 39 cycles    | floxed allele 497bp; wild-type allele 381bp                                     |
|                                                   | Tfap2 3'arm         | TTGCTGTGAGCTAAGAGCTTC   |                                                     |                                                                                 |
| <i>Tfap2b<sup>+/-</sup>; Tfap2b<sup>+/+</sup></i> | PGK-PolyA DW        | CTGCTCTTTACTGAAGGCTCTTT | 30s at 95°, 45s at 61°, 1min at 72° for 40 cycles   | <i>Tfap2b</i> - 380bp; <i>Tfap2b</i> <sup>+</sup> 221bp                         |
|                                                   | 4 Exon Rev          | TTCTGAGGACGCCGCCAGG     |                                                     |                                                                                 |
|                                                   | 4 Exon DW           | CCTCCCAAATCTGTGACTTCT   |                                                     |                                                                                 |

<sup>1</sup>The high speed Taq DNA polymerase (KAPA2G Fast HotStart PCR-kit, KK5503) was used for the corresponding PCR condition.

**Table S2. Primers and protocols used in qPCR**

| Gene          | Forward                | Reverse                   | qPCR conditions                |
|---------------|------------------------|---------------------------|--------------------------------|
| <i>eef1a1</i> | TGCCCAGGACACAGAGACTTCA | AATTCACCAACACCAGCAGCAA    |                                |
| <i>Gad65</i>  | TCCGGCTTTTGGTCCTTCG    | ATGCCGCCCGTGAACCTTT       | 1 min at 94°C,<br>30s at 62°C, |
| <i>Gad67</i>  | TCCAGTGCTCTGCCATTCTG   | CATAGGAGACGTCATACTGCTTGTC | 1min at 72°C for<br>40 cycles  |
| <i>Vgat</i>   | ACCTCCGTGTCCAACAAGTC   | CAAAGTCGAGATCGTCGCAGT     |                                |

How the deposited data were processed for this re-analysis (not part of the article)

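RNA from the SP and the DMH of 12 mouse embryos at embryonic day 14.5 was sequenced by the authors, with 3 embryos for each sex and genotype and 1 library for each region, 24 libraries in 8 conditions. The authors deposited 1 table per library of the read pairs that STAR counted on each gene of mm10. The values are whole numbers, raw counts without normalization, and the paper's text does not name the STAR version, the gene annotation release, filters on reads or the tool used for differential expression. Each table has 4 count lines that name no gene, for unmapped, multimapping, unassigned and ambiguous read pairs. These held 5.46 to 9.98%, 4.96 to 7.85%, 4.68 to 7.46% and 1.10 to 1.62% of the fragments of a library. The column for the strand that dUTP libraries read was used, the unstranded column served as an alternative, and 1 count column was used by no fit. Of 54446 gene identifiers 54409 matched a symbol and 37 did not. Coordinates are those of GENCODE vM21 on GRCm38.

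Between 24.7 and 66.8 M fragments per library were counted on genes. A count of 3 was the floor. Where every library of a group was at or under it, the fold was given only as a bound for *Dbh* and *Hoxb5* in female DMH. For *Amn* and for the medians of lists the fitted value is given, and counts at the floor do not measure its size. The 10 most abundant genes took 4.20 to 8.67% of the counts. Pairs of libraries of the same condition were compared for duplicates over genes with at least 50 summed counts, and the lowest chi-square per gene over 24 pairs was 9.62, so no pair was a copy of another.

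Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, robust quasi-likelihood fit), one fit per comparison, at the paper's thresholds of an FDR under 0.2 and an absolute log2 fold change over 0.5. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of F. Female mut3 was left out of the main comparisons, as in the paper, which leaves 22 libraries. The 4 comparisons of the paper were made, along with fits of both sexes together with sex as a covariate, the interaction of genotype and sex, and the interaction of genotype and region. The interaction of genotype and region was also fitted with the embryo as a block. Gene lists were tested with fry and camera of limma 3.58.1, camera with a preset correlation of 0.01. DESeq2 1.42.0 was used as an alternative test and for the variance-stabilized counts of the principal component analysis. CPM values were normalized over all 24 libraries. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

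The methods were tested on simulated data with 200 changed genes of a log2 fold change of 2. The quasi-likelihood test found 200 of them at 3 against 2 libraries, with 24 false calls, and 200 at 3 against 3, with 18 false calls. The likelihood ratio test found 200 and 200, with 35 and 21 false calls, and DESeq2 200 and 199, with 17 and 10. The simulated change is larger than the fold change threshold and than the median of the upregulated Table 1 genes in female DMH. These recoveries therefore do not show the power of the tests for smaller changes. Nor do they show it for the real female DMH libraries, whose controls differed in the caudal *Hox* level.

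Alternatives set before the data were examined were RLE size factors, no filter on low counts, at least 10 counts in every sample, unstranded counts, the likelihood ratio test, DESeq2, the replicate number as a block, all samples, one fit over all groups, an FDR under 0.05, no fold change threshold, camera, and each replicate left out in turn. Added after the data were seen were sex taken from sex-linked transcripts, the caudal *Hox* level as a covariate, and the likelihood ratio test on other sets of samples. Genes named in the text are those that the paper names for this experiment, *Gad1*, *Gad2* and *Slc32a1*, the AP-2 paralogs, the genes of lists of tissue markers, and for each comparison up to 3 genes of each direction with the smallest p among those past the thresholds whose every mutant lay on one side of every control. The lists were the genes of Table 1, the genes labelled in Fig. 1, GABA genes, AP-2 paralogs, sex-linked genes, caudal *Hox* genes, and markers of rostral hindbrain, telencephalon, choroid plexus, meninges, blood, skeletal muscle, cartilage, eye and sensory ganglia. A further list held noradrenergic genes, of which *Phox2a*, *Th* and *Slc18a2* are named. The genes past the thresholds in DMH of both sexes are named as well. Other lists of markers are not used here. Of the listed symbols 1 had no match. The gene ontology grouping of the paper was not repeated, because no ontology annotation was at hand.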

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

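The tests of the sex label, of the *Hox* level as a covariate, of *Slc6a2* and of mut3 in SP, and the tests of position on chromosome 1 within each comparison, were chosen after the result was seen.

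The change in *Tfap2b* differed between the regions, with a log2 interaction of −2.77 in females and −2.87 in males. No technical explanation was tested for it. The level in SP, 2.78 to 4.90 CPM, is low but above the floor in each library.

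*Esm1* also differed between the regions in females (log2 interaction 2.53, SE 0.31, edgeR adjusted p = 0.0194). With the embryo as a block, *Esm1* had the same interaction at an edgeR adjusted p of 0.0947. In SP it fell from 1.65 ± 0.0843 to 0.484 ± 0.0534 CPM, and in DMH it rose from 0.786 ± 0.0601 to 1.35 ± 0.0969 CPM. With mut3, whose SP library had 1.57 CPM, the interaction was 1.59 (edgeR adjusted p = 1.0), and in males it was 1.07 (SE 0.66, edgeR adjusted p = 1.0). No technical or biological explanation was tested.

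Both libraries of the embryo labelled female control 2 contained Y-linked transcripts, a signal that the paper does not report. The lower of the 2 sums was 120 CPM. RNA of a male embryo mixed into a female sample would leave *Xist* at a sizeable share of the female level, and *Xist* was at most 0.0894 CPM, against 176 to 892 CPM in the other female libraries, which argues against it. A wrong sex label may explain both values. Of the 12 libraries labelled male, 0 had the *Xist* level of a female, so an exchange with another of these embryos is not seen. With sex taken from the transcripts, 5 genes were called in DMH of both sexes, against 9 with the labels.

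The DMH library of mut3 had 628 CPM of skeletal muscle transcripts, 84.2 times the highest of the other female DMH libraries, and 1751 CPM of cartilage transcripts, 9.46 times the highest. *Acta1* had 156 CPM against at most 1.10 CPM, *Col2a1* 1290 CPM against at most 85.0 CPM and *Col1a1* 1110 CPM against at most 173 CPM. Of the 7 muscle and 5 cartilage genes, 1 and 3 were over 1 CPM on average in the other libraries. Tissue from outside the brain in this sample may explain its place in the principal component analysis. In SP the highest ratio of mut3 to the other female libraries over the muscle, cartilage, meninges and blood lists was 0.930, which argues against such tissue there.

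In DMH of both sexes 9 genes were past the thresholds, and 5 of the 60 splits of the samples within sex that were drawn gave as many, the real one included. The other 4 gave 589, 542, 505 and 381 genes. The number of genes is therefore one that other groupings of these embryos also reach. The splits with 589, 542 and 505 genes put every DMH library with nearly no caudal *Hox* transcripts in the same group. So did a split that gave 2 genes. The split with 381 genes put female control 1, female mutant 2 and male mutant 2 together, without female mutant 1. These splits are tied to the caudal *Hox* level, wholly or in part, so they do not show what number chance alone gives. The 9 genes of the real split include *Dmbx1* (log2 fold change 0.81), *Adhfe1* (−1.12), *Mcmdc2* (−3.18) and *Snhg6* (−0.92). The last 3 lie on chromosome 1 within 20 Mb of *Tfap2b*. With the caudal *Hox* level of the library as a covariate, the highest adjusted p of *Dbh*, *Dmbx1* and *Foxb1* was 0.0571, which argues against the level of dissection as the whole cause for these 3 genes. *Slc6a2* lost its call with the covariate (log2 fold change −1.75, SE 0.35, edgeR adjusted p = 1.0). In male DMH without mutant 2, the 1 male DMH library in which caudal *Hox* transcripts were nearly absent (0.398 CPM), its log2 fold change was −1.95 (SE 0.15), which argues against the level of dissection as the whole cause in males. In females both mutants of the paper's set had nearly no caudal *Hox* transcripts, and mut3, which had them, had 2.22 CPM, a single library, so that the level of dissection and the genotype cannot be told apart there. *Adhfe1*, *Mcmdc2* and *Snhg6* lost their calls with the covariate as well (edgeR adjusted p = 0.515, 0.595 and 1.0). So did *B230323A14Rik* (edgeR adjusted p = 0.162 without and 0.336 with the covariate), whose log2 fold change was −0.75 without it and −0.76 with it. An effect of the genotype stays open for these genes.

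Among the 50 genes with the smallest p, those within 20 Mb of *Tfap2b* numbered 7 in female SP, 5 in male SP and 8 in male DMH, where 0.433 to 0.442 were expected (Fisher's exact test, adjusted p = 5.3e-07, 9.6e-05 and 4.2e-08). In female DMH there was 1 (adjusted p = 0.353), so the test leaves this open there, and the planned form of the test, which asked for an excess in every comparison, was not met. Passenger DNA of the strain in which the mutation was made is a candidate explanation for the excess in the other 3 comparisons. *Snhg6* was lower in each of the 6 SP mutants (4.19 to 8.23 CPM) than in each of the 6 SP controls (8.58 to 12.2 CPM), in a region where *Tfap2b* did not differ. *Snhg6* and *Mcmdc2* overlap on opposite strands, at 9941959 to 9944118 and 9908638 to 9942085. Effects of the deletion on neighbouring genes stay open, as untested.

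In 3 groups 1 library lay far from the others, out of 18 groups tested, where 0.9 is expected by chance. *Dbh* and *Slc6a2* in DMH controls (gap over range 0.937 and 0.679) were low in female control 1, with 1.14 CPM against 3.19 to 3.33 CPM and 3.00 CPM against 7.41 to 9.50 CPM. This library also had nearly no caudal *Hox* transcripts. *Mcmdc2* in DMH mutants (0.758) was high in male mutant 2, with 0.245 CPM.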

How the results depend on the processing

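The fits by likelihood ratio on other sets of samples, sex taken from transcripts and the *Hox* covariate were chosen after the data were seen. Over 22 results on comparisons, 284 values under alternatives were computed: 207 were the same, 9 weaker, 5 stronger, 6 reversed and 57 moved. For 34 results on single genes, 383 of 485 values were the same, 20 weaker, 60 stronger, 15 reversed and 7 moved. *Tfap2b* in DMH stayed between −2.91 and −2.65 in females and between −3.03 and −2.84 in males.

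The number of DE genes depended on the setting, and the cause was not tested. Without the filter it was 25 in female SP, 1 in male SP, 535 in female DMH, 17 in male DMH and 12 in SP of both sexes. With the likelihood ratio test it was 21, 20, 161 and 17, then 29 in SP and 55 in DMH of both sexes, and with DESeq2 9, 7, 82, 15, 26 and 59. With the replicate block it was 71 in female SP, 41 in female DMH, 8 in male DMH and 2 in DMH of both sexes. Whether the replicate numbers pair the embryos stays open. The correlation between a control and a mutant of one number was over 0.1 in 4 of 12 pairs and reached 0.495. Between SP and DMH of an embryo it was over 0.1 in 9 of 12 and reached 0.319. Pairs of unlike numbers were not compared. With all samples the number of DE genes was 0 in female SP (310 at an unadjusted p under 0.05), 1 in SP and 5 in DMH of both sexes. With the block too it was 6 in female SP. One fit over all groups gave 1, 2, 4 and 2 genes in female SP, male SP, female DMH and male DMH, and unstranded counts 4 in female DMH and 4 in DMH of both sexes. An FDR under 0.05 left 1 gene in female SP and 2 in DMH of both sexes, the latter also 5 with sex from transcripts and 4 with the *Hox* covariate. By likelihood ratio, female DMH had 7 genes with all samples.

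In the female comparisons counts are given only for fits with single controls left out, since without mutant 1 or 2 a single mutant remains. They ranged from 1 to 2 in female SP (1 without control 1) and 2 to 1117 in female DMH (1117 without control 1, 7 without control 3). With single controls or mutants left out they ranged from 0 to 8 in male SP (8 without control 3) and 3 to 16 in male DMH (16 without control 3, 7 without mutant 2). For both sexes they ranged from 0 to 3 in SP (3 without male mutant 1) and 2 to 531 in DMH (531 without male mutant 1). By likelihood ratio in female DMH, with single controls left out, the range was 46 to 1338 (1338 without control 1).

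*Tfap2b* in SP, which did not differ, changed sign: in females −0.079 with all samples and −0.087 with the block too, and −0.11 to 0.13 with replicates left out, and in males −0.25 to 0.15. The cause was not tested.

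For the embryonic development list in female DMH, limma's rotation test passed 0.05 with one fit over all groups (median −10.56), without control 1 (median −10.96) and with camera in its place (median −10.35). The median was −11.07 to −2.86 with replicates left out (−2.96 without control 2 and −2.86 without control 3). With the genes at the floor set to their bounds, the main median was −6.47, so sizes beyond it are not measured. The neurotransmission list was weaker with the block (−1.51), all samples (−0.43) and both (−0.93), and −2.06 to −1.23 with replicates left out. The upregulated list was weaker with the block (0.49), all samples (0.30) and both (0.25), and 0.49 to 0.65 with replicates left out. In males the embryonic development list (median −0.60) and the neurotransmission list (median −0.31) passed 0.05 with camera and not with fry. With replicates left out, the first ranged from −1.05 (without mutant 3) to −0.030 (without mutant 2), with −0.92 without mutant 1, and the second from −0.42 (without mutant 1) to −0.12 (without mutant 2), with −0.20 without control 1. The upregulated list ranged from −0.16 (without mutant 2) to 0.62 (without control 3), with −0.13 without control 1, 0.00025 without control 2, 0.24 without mutant 1 and 0.22 without mutant 3. The cause was not tested.

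*Gad1* in female SP was −0.018 with the block and −0.022 to 0.21 with replicates left out. In female DMH it ranged from −0.56 (without mutant 1) to −0.10 (without mutant 2), in male DMH from −0.33 to −0.14 (without mutant 2) and in male SP from −0.46 (without control 3) to −0.0082 (without control 1). *Gad2* in female DMH was −0.048 with all samples, −0.050 with the block too, −0.014 with the block alone and −0.074 to 0.095 with replicates left out, and in male DMH −0.16 to 0.068. *Slc32a1* in female DMH was −0.024 with all samples, −0.025 with the block too, −0.0061 with the block alone, −0.0090 with unstranded counts and −0.011 to 0.061 with replicates left out, and in male SP −0.095 to 0.35. The cause was not tested.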

Differences from the paper's values

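The paper reports 133 DE genes in female DMH, and the quasi-likelihood test called 1, with 1492 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the likelihood ratio test, with 161 genes, was within 1.5 times the paper's count, and the others were not: DESeq2 gave 82, no filter 535, the replicate block 41, and the fit without control 1 gave 1117.

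The paper reports 31 upregulated genes in female DMH, and 0 were called. The likelihood ratio test, with 29, and DESeq2, with 23, were within 1.5 times the paper's count, and the other alternatives set before the data were examined were not.

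The paper ranks SP below DMH in the number of DE genes and female DMH as the highest. The quasi-likelihood test called 3 genes in female SP, 0 in male SP, 1 in female DMH and 4 in male DMH, with 428, 605, 1492 and 490 at an unadjusted p under 0.05. With the likelihood ratio test and with DESeq2, female DMH had the most genes, while male DMH was below both SP comparisons with the first (17 against 21 and 20) and above them with the second (15 against 9 and 7).

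Of the genes that Fig. 1 labels, *Tfap2b* in DMH of both sexes and *Dbh* and *Slc6a2* in male DMH were called. In female DMH *Dbh* was called without the filter, by the likelihood ratio test, by DESeq2, with the block, without control 1 and with one fit, and *Slc6a2* by the likelihood ratio test, without control 1 and with one fit. *Hoxb5* was called by the likelihood ratio test, DESeq2, the block and without control 1, and *Prr32* by these and without the filter or control 3. *Amn* was called without the filter, by the likelihood ratio test, by DESeq2 and without control 1. In male DMH *Mcmdc2* was called without the filter, by the likelihood ratio test, by DESeq2 and without mutant 2. In male SP *Cpz* was called by the likelihood ratio test, *Tmem181c-ps* by this test, DESeq2 and without control 3, and *Atp6v0c-ps2* and *Gm9825* by the likelihood ratio test and without control 3. The likelihood ratio test called 14 of the 16 embryonic development, 7 of the 7 neurotransmission and 5 of the 6 upregulated genes of Table 1, and DESeq2 called 1, 3 and 4. Among these, *Pax8* was called without control 1, *Aqp1* without the filter, by the likelihood ratio test, by DESeq2, with the block and without control 1, and *Dlx2*, *Dlx5* and *Nr2e1* without the filter, by the likelihood ratio test, by DESeq2 and without control 1, *Dlx5* also with the block.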

Other observations

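The tests of the male *Hox* genes, of rostral tissue, of the share of telencephalic tissue, of the pseudogenes and of the genes called by the likelihood ratio test were chosen after the result was seen, and so was the rule for the *Hox* genes of females.

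Caudal *Hox* transcripts were lower in female DMH mutants 1 and 2, and they were also nearly absent in female control 1 and in male mutant 2. Among the 3 female controls the log2 ratio of the highest to the lowest sum was 10.94, as large as the difference between the genotypes. In male DMH the median log2 fold change of the 16 embryonic development genes was −0.030 without mutant 2, which argues against loss of *Tfap2b* as the cause of lower *Hox* levels in males. Dissection of the DMH piece at a different caudal level between embryos is a candidate explanation in females, and an effect of the genotype on top of it stays open.

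*Dlx2*, *Dlx5* and *Nr2e1* were higher in female DMH mutants (median log2 fold change 0.62). The first planned test took the other 11 telencephalic markers, of which 10 were higher with a median of 0.31, while *Neurod6* had −0.24. Of 10000 random lists 0 were as high. These lists were matched by level and not by the correlation between genes, so this count alone does not show telencephalic tissue. *Six3*, which is among the 11, had more counts in DMH than in SP in each female control. Controls 1, 2 and 3 had 2074, 1561 and 1325 counts of it in DMH and 1193, 1131 and 1270 in SP, so it does not mark SP tissue here. Of the 11 markers 2 lay above every control in both mutants. If the 3 genes rose through SP tissue in the pieces, its share would be 10.8%. The other abundant markers rose by a median of 16.2% of what this share needs, with 7 of 10 rising by under 0.5 of it. *Emx2*, *Dlx1* and *Dlx6* rose by 52.5%, 120% and 165% of it. The 7 markers argue against SP tissue as a whole as the source. In 11 of 12 cases the library with nearly no caudal *Hox* transcripts was the highest of its group, so less caudal tissue, and a larger share of rostral tissue, may contribute. All 6 upregulated genes of Table 1 were also higher in both female mutants than in control 1, a single library. An effect of the genotype stays open.

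*Aqp1*, *Slc4a5* and *Prr32* were lower in female DMH mutants, and the other 9 choroid plexus markers had a median of −0.89, with 9 of 9 lower and 8 of 9 below every control in both mutants (10% is expected by chance for each). In male DMH the median was 0.06. A different amount of choroid plexus in the pieces is a candidate explanation. In mut3 the choroid plexus sum was low, at 213 CPM, while *Aqp1* was high, at 23.1 CPM, so the amount of choroid plexus alone does not account for that library.

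Of the 160 genes called by the likelihood ratio test in female DMH besides *Tfap2b*, control 1 was nearer to the mutants in 63 and controls 2 and 3 in 0. The genes were chosen because the groups stand apart, so the level of dissection and the genotype cannot be told apart for them as a set.

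The pseudogenes *Tmem181c-ps*, *Atp6v0c-ps2* and *Gm9825* lay on the same side of their midpoint in SP and DMH in 36 of 36 cases. In 3 of the 6 control embryos they were as low as in the mutants, which argues against loss of *Tfap2b* as the cause. A variant that some of the embryos carry is a candidate explanation, and their levels are uncertain, since near-identical genes share their reads.

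Of the 10 splits of the 6 samples, 10 gave as many DE genes as the real one in male SP, 1 in male DMH, 10 in female SP with all samples and 4 in female DMH with all samples, and 10 splits cannot give a share under 0.05. In female DMH the split that put control 1 with mutants 1 and 2 gave 1862 genes. In SP of both sexes 60 of the 60 splits drawn gave as many as the real one, which gave 0 genes, with 861 at an unadjusted p under 0.05.

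The interaction of sex and genotype called 0 genes in SP and 0 in DMH, with 383 and 351 at an unadjusted p under 0.05. *Phox2a* (log2 fold change −1.12), *Th* (0.20) and *Slc18a2* (0.08) were not past the thresholds in DMH of both sexes.

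Median log2 fold changes of the lists, in female SP, male SP, female DMH and male DMH in this order, were −2.01, −2.33, −2.62 and −2.76 for the genes labelled in Fig. 1 and −0.01, 0.20, 0.39 and 0.15 for the AP-2 paralogs. They were 0.16, 0.10, 0.01 and −0.08 for GABA genes and 0.69, −0.09, −0.26 and −0.17 for sex-linked genes. The caudal *Hox* list had −11.06 in female and −0.82 in male DMH and 0 genes tested in SP. Female DMH mutants 1 and 2 had 7 and 3 counts summed over this list, so the size of the female value is not measured. Rostral hindbrain had −0.24, −0.47, −1.23 and −0.33, telencephalon 0.02, 0.32, 0.45 and −0.11, and choroid plexus −0.18, −0.96, −1.08 and 0.06. Meninges had −0.03, −0.08, −0.17 and −0.09, blood −0.16, −0.21, 0.19 and −0.0021, skeletal muscle −0.32, 0.36, 0.04 and −0.15, and cartilage 0.15, −0.12, 0.02 and 0.13. Eye had 0.00035, 0.05, −0.07 and 0.18, and sensory ganglia −0.04, 0.43, −1.15 and 0.07. Table 1 neurotransmission genes had −0.14 and −0.63 in SP and the upregulated ones 0.10 and 0.46.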
